# Lyve-1 deficiency enhances the hepatic immune microenvironment entailing altered susceptibility to melanoma liver metastasis

**DOI:** 10.1186/s12935-022-02800-x

**Published:** 2022-12-10

**Authors:** Anna Sophia Jauch, Sebastian A. Wohlfeil, Céline Weller, Bianca Dietsch, Verena Häfele, Ana Stojanovic, Maximilian Kittel, Hendrik Nolte, Adelheid Cerwenka, Michael Neumaier, Kai Schledzewski, Carsten Sticht, Philipp-Sebastian Reiners-Koch, Sergij Goerdt, Cyrill Géraud

**Keywords:** Lyve-1, Liver, Immune microenvironment, Liver homeostasis, Liver metastasis

## Abstract

**Background:**

Hyaluronan receptor LYVE-1 is expressed by liver sinusoidal endothelial cells (LSEC), lymphatic endothelial cells and specialized macrophages. Besides binding to hyaluronan, LYVE-1 can mediate adhesion of leukocytes and cancer cells to endothelial cells. Here, we assessed the impact of LYVE-1 on physiological liver functions and metastasis.

**Methods:**

Mice with deficiency of *Lyve-1* (Lyve-1-KO) were analyzed using histology, immunofluorescence, microarray analysis, plasma proteomics and flow cytometry. Liver metastasis was studied by intrasplenic/intravenous injection of melanoma (B16F10 *luc2*, WT31) or colorectal carcinoma (MC38).

**Results:**

Hepatic architecture, liver size, endothelial differentiation and angiocrine functions were unaltered in Lyve-1-KO. Hyaluronan plasma levels were significantly increased in Lyve-1-KO. Besides, plasma proteomics revealed increased carbonic anhydrase-2 and decreased FXIIIA. Furthermore, gene expression analysis of LSEC indicated regulation of immunological pathways. Therefore, liver metastasis of highly and weakly immunogenic tumors, i.e. melanoma and colorectal carcinoma (CRC), was analyzed. Hepatic metastasis of B16F10 *luc2* and WT31 melanoma cells, but not MC38 CRC cells, was significantly reduced in Lyve-1-KO mice. In vivo retention assays with B16F10 *luc2* cells were unaltered between Lyve-1-KO and control mice. However, in tumor-free Lyve-1-KO livers numbers of hepatic CD4^+^, CD8^+^ and regulatory T cells were increased. In addition, iron deposition was found in F4/80^+^ liver macrophages known to exert pro-inflammatory effects.

**Conclusion:**

Lyve-1 deficiency controlled hepatic metastasis in a tumor cell-specific manner leading to reduced growth of hepatic metastases of melanoma, but not CRC. Anti-tumorigenic effects are likely due to enhancement of the premetastatic hepatic immune microenvironment influencing early liver metastasis formation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-022-02800-x.

## Background

Liver sinusoidal endothelial cells (LSECs) are a prime example of organ-specific endothelial cells (ECs) that form the hepatic vascular niche. Their morphology is unique as they are equipped by fenestrae and lack a basement membrane. Among their functions are the angiocrine instruction of surrounding cells and control of organ functions by surface expression or secretion of multiple factors [1, 2]. Angiocrine secretion of Wnt and Hgf is crucial for the regulation of liver size and liver regeneration [3–5]. Moreover, by the secretion of Bmp2 and Bmp6 LSECs control systemic and hepatic iron homeostasis [6, 7]. Besides, LSECs are an important immunological component as they contribute to tolerance induction [8].

Notably, LSECs are also decisively involved in almost all liver diseases such as liver fibrosis, carcinogenesis or hepatic tumor metastasis [9, 10]. The differentiation of LSECs is critically controlled by the transcription factor *Gata4*. Loss of *Gata4* in LSECs drives sinusoidal capillarization leading to anemia in the fetal liver due to disturbed hepatic hematopoiesis [11]. In the adult liver its loss in LSECs results in a profibrotic angiocrine switch mediating perisinusoidal fibrosis and hepatopathy [12]. Besides, activation of hepatic endothelial Notch signaling also changes endothelial differentiation towards a continuous EC phenotype [13]. LSECs represent the first cells circulating tumor cells encounter when disseminating to the liver. E-selectin, ICAM1 or Clec4g mediate tumor cell adhesion and thus facilitate liver metastasis [14–16]. An influence of Notch signaling on disease pathology is highlighted as upregulation in hepatic ECs protects from liver metastasis of colorectal carcinoma and cutaneous melanoma, via downregulation of ICAM1 [13]. Besides, deposits of fibronectin alongside the hepatic endothelium were shown to bind circulating tumor cells [17]. Moreover, LSECs were shown to critically control liver metastasis by the secretion of inflammatory cytokines, such as Il-1, Mif or Cxcl12 [18, 19].

By expression of a variety of surface receptors, such as Stabilin-1 (Stab1), Stabilin-2 (Stab2), LYVE-1 or CD32b, LSECs contribute to the clearance of circulating factors from the blood [20]. In this regard, the physiologic involvement of LYVE-1/Lyve-1 in blood clearance has not yet been fully defined, although it is known to mediate endocytosis of hyaluronan. LYVE-1/Lyve-1 is expressed on subsets of endothelial cells, mainly the lymphatic endothelium [21] and sinusoidal vascular ECs such as LSECs [22]. In comparison to the human system, LYVE-1/Lyve-1 expression appears to be broader on vascular ECs in mice, as it is widely expressed during embryonic development and is also found on subsets of vascular EC in the adult heart, spleen, adrenal gland and lungs [23, 24]. Besides ECs, subtypes of macrophages, such as some tumor-infiltrating macrophages, also show expression of LYVE-1/Lyve-1 [25, 26]. However, hepatic Kupffer cells have been described to be Lyve-1 negative [25]. The glycoprotein LYVE-1/Lyve-1 can bind hyaluronan, an extracellular matrix glycosaminoglycan, and functions as an endocytic receptor [27] similar to CD44 [21]. Recently, interaction of Lyve-1 with hyaluronan was found to be involved in lymphatic trafficking of dendritic cells [28]. Regarding cancer metastasis, in vitro studies imply LYVE-1 to be involved in tumor cell adhesion [29]. This can be taken advantage of therapeutically, as administration of a monoclonal anti-Lyve-1 antibody strongly decreased tumor formation and lymphatic metastasis of breast cancer in a mouse model [30]. As of yet, the involvement of LYVE-1/Lyve-1 in tumor cell adhesion to LSECs and hepatic metastasis has not been studied.

Knockout mouse models with varying targeting strategies of the *Lyve-1* locus were generated to decipher the function of Lyve-1. In general, the loss of Lyve-1 does not result in reduced viability or fertility or obvious pathological organ dysfunction. Huang et al. described distended luminal size of lymphatic vessels in the livers of Lyve-1 deficient mice and hypothesized that hyaluronan or PDGF-BB, both ligands of Lyve-1, may act as opening sensors for lymphatic vessels [31]. However, in the study of Gale et al. lymphatic fluid drainage, hyaluronan plasma levels, organ development, leukocyte distribution and subcutaneous tumor growth were unchanged [32]. Therefore, they hypothesized that other hyaluronan receptors, such as CD44, may compensate for the loss of Lyve-1 in knockout mice. However, Lyve-1 and CD44 double knockout mice also show no obvious pathological lymphatic phenotype, but a tendency towards increased numbers of leukocytes in the peritoneal cavity after inflammatory stimulation [33]. Yet, the role of Lyve-1 in hepatic endothelial differentiation and function including metabolic zonation and pathological processes in the liver, such as hepatic metastasis, has not been studied in detail.

Therefore, we here address the role of Lyve-1 in these processes. In this regard, hepatic endothelial differentiation, angiocrine functions and involvement in disease pathogenesis were studied in mice with a constitutive knockout of Lyve-1 (Lyve-1-KO) [31]. Hepatic metastasis of both CRC and CM were studied by splenic or intravenous injections in Lyve-1-KO. We show that Lyve-1 influences tumor-specific hepatic metastasis of melanoma but not CRC without interfering with angiocrine organ functions of LSECs.

## Methods

### Animal ethics

The animal ethics Committee of Baden-Wuerttemberg (Regierungspräsidium Karlsruhe) approved all animal experiments. In adherence to the Guide for the Care and Use of Laboratory Animals published by the National Academy of Sciences the animal care was performed.

### Animal characterization and experiments

Mice between 6 to 18 weeks of age were used for animal characterization and routine analysis. B6.129S1-*Lyve1*^*tm1Lhua*^/J (JAX stock #006221) mice with C57BL/6 background were utilized as Lyve-1^−/−^ group [31]. Littermates bred in a heterozygous mating mode and purchased wild-type C57BL/6 J mice (Janvier Labs, Le Genest-Saint-Isle, France) served as control group (Ctrl). Heterozygous mice were not used. For DNA extraction and genotyping KAPA HotStart Mouse Genotyping Kit (KK7352, Merck, Darmstadt, Germany) and primers (Metabion international AG, Planegg/Steinkirchen, Germany) were utilized (Additional file 3: Table S1). With a 12 h/12 h day/night cycle all mice were hosted in single ventilated cages (Sealsafe plus DGM™, Tecniplast, Buguggiate, Italy) under specific-pathogen free conditions. Mice were fed ad libitum with a standard rodent diet (V1534-000, Ssniff, Soest, Germany) and always had free access to water.

### Cell lines

B16F10 *luc2* mouse melanoma cells, WT31 mouse melanoma cells and MC38 colorectal cancer cells were used for in vivo experiments. B16F10 *luc2* cells were bought from ATCC (Manassas, VA, USA). WT31 mouse melanoma cells [34] were kindly provided by O. Sansom (Beatson Institute for Cancer Research, Glasgow, Scotland). The MC38 colorectal cancer cells were a gift from S. Herzig (Helmholtz Zentrum Munich, Germany).

The same passage of the respective cell lines was utilized for in vivo experiments. After thawing, B16F10 *luc2* and WT31 cells were held in RPMI Medium (61870044, Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) and MC38 cells were held in DMEM Medium (61965059, Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) respectively with 10% fetal bovine serum (10270106, Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) and 1% of penicillin/streptomycin (15140122, Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C in air with 5% CO_2_. After thawing of the cells, they were prepared for the in vivo experiments within maximum 1 week. Thereby, the cells were passaged not more than three times. The cells used for the in vivo experiments were mycoplasma-free tested by PCR. Cell authentication was confirmed by cell morphology and pigmentation status.

### Liver and lung colonization assay

Liver and lung colonization assays were performed as previously established and described [13, 35]. Female mice starting with an age of 11 weeks were used in vivo experiments. All experiments were performed with age matched mice.

To study liver colonization, spleen injections or intravenous injections of tumor cells were performed. After spleen injection of 1.5 × 10^5^ MC38 colorectal carcinoma cells, the mice were sacrificed at day 21. When 1.5 × 10^5^ B16F10 *luc2* cells were injected into the spleen, the mice were sacrificed after 14 days and BLI measurement of the liver was performed. 1.25 × 10^6^ WT31 melanoma cells were applied by tail vein injection and mice were sacrificed after 19 days. When WT31 melanoma cells were injected into the spleen, 0.2 × 10^5^ cells were used and mice were analyzed at day 21. To analyze the retention of melanoma cells in the liver 3 × 10^5^ B16F10 *luc2* cells were injected into the spleen and analysis was performed 90 min after intrasplenic injection by BLI.

### BLI

For bioluminescence imaging (BLI) an IVIS® Lumina LT In Vivo Imaging System (Caliper Life Sciences, Perkin Elmer, Waltham, MA, USA) was used. Ten minutes after intraperitoneal application of luciferin (D-luciferin 1-(4,5-dimethoxy-2-nitrophenyl)ethyl ester, 7903, 30 mg/ml, BioVision, Milpitas, CA, USA), mice were sacrificed, livers were removed, put into a Petri dish (664160, Greiner Bio One, Kremsmünster, Austria) and were imaged ex vivo with the IVIS® Lumina LT with an exposure time of 45 s.

### Iron quantification in liver

The iron in mouse liver lysates was measured with the Iron Assay KIT (MAK025-1KT, Merck, Darmstadt, Germany) according to the manufacturer’s protocol.

### LSEC isolation

LSEC isolation was performed as previously described [36]. Livers of Ctrl (C57BL/6J) and B6.129S1-*Lyve1*^*tm1Lhua*^/J with C57BL/6 background [31] were perfused with a 0.05% collagenase containing amino acid/ saccharide calcium-deprived medium (C2674, Sigma–Aldrich, St. Louis, MO, USA) via the portal vein. Mice were sacrificed and livers were excised. Livers were minced mechanically and digested at 38 °C in a collagenase/Gey’s balanced salt solution (G9779, Sigma-Aldrich, St. Louis, MO, USA). Afterwards livers were filtered through a 250 µm mesh. A gradient was applied by 35% Nycodenz (1002424, Axis-Shield, Alere Technologies, Oslo, Norway) and cells were separated. Utilizing anti-CD146 MicroBeads (ME-9F1, 130-092-007, Miltenyi Biotech, Bergisch Gladbach, Germany) LSECs were isolated by magnetic-activated cell sorting according to the manufacturers’ instructions. Purity of LSECs was checked by their positivity for CD31 and/or Stab2 by flow cytometry with a BD FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA). For additional analysis, LSECs were pooled from three mice.

### Microarray data^33^

RNA isolation and preparation for microarray analysis were performed as previously described [36]. Utilizing arrays MoGene-2_0-st from Affymetrix (Santa Clara, CA, USA) the gene expression profiling was executed. cDNA and cRNA were synthetized and hybridized to the arrays in accordance with manufacturer’s recommendation. For annotating the arrays a custom CDF Version 18 (MoGene-2_0-st) with Entrez based gene definitions was utilized. Normalizing raw fluorescence intensity values was performed according to quantile normalization. By using a commercial software package SAS JMP7 Genomics, version4, from SAS (SAS Institute, Cary, NC, USA) differential gene expression was analyzed with the One-Way-ANOVA. Level of significance was determined as a false positive rate of a = 0.05 with FDR correction. The raw as well as normalized data are accessible in the Gene Expression Omnibus database (GEO) (http://www.ncbi.nlm.nih.gov/). The GEO accession number is GSE199055.

### Flow cytometric analysis of liver immune cells

Single cell suspensions from liver tissue were first incubated with Zombie Aqua™ fluorescent dye (Biolegend) to label dead cells. Following Fc-receptor blockade with a CD16/32-producing hybridoma supernatant, cells were incubated with antibodies targeting surface molecules. Cells were fixed and permeabilized using eBioscience™ Intracellular Fixation & Permeabilization reagents (Invitrogen™) according to manufacturer’s instructions. Intracellular staining was performed in permeabilization buffer. All antibodies were purchased from Biolegend and BD Biosciences. Data were acquired by LSRFortessa™ X-20 Flow Cytometer (BD) and analyzed using FlowJo™ Software (BD).

### Statistical analysis

Prism 8 (GraphPad Software, La Jolla, CA, USA) was used for performing statistical analysis. Unpaired, two-tailed t-test or Mann–Whitney *U*-test were applied for statistical testing depending on whether normality was proven by a Shapiro–Wilk test or not. If not stated differently in the figure legends, an unpaired, two-tailed t-test was used. For the analysis of the number of hepatic metastases after spleen injection of WT31 melanoma two outliers were identified by the ROUT method in the Lyve-1-KO group and excluded for the plot and analysis. A *P*-value < 0.05 was regarded as statistically significant. The graphs represent the mean ± SEM.

For a detailed description of analysis of blood parameters, plasma proteomics, histological methods, antibodies, image acquisition and immunoblot please refer to the Additional file 2.

## Results

### Analysis of the hepatic morphology and architecture.

Mice with a constitutive knockout (KO) of Lyve-1 (Lyve-1-KO) [31] were used to investigate the influence of Lyve-1 on hepatic endothelial cell differentiation and angiocrine functions. Body weight, liver to body weight ratio and body length were unaltered in Lyve-1-KO mice as compared to control (Ctrl) mice (Fig. 1A; Additional file 1: Fig. S1A). Macroscopically, Lyve-1-KO livers did not show gross alterations (Fig. 1B) and standard liver enzymes ALT, AST and GLDH were unaltered (Additional file 1: Fig. S1B). The knockout of *Lyve-1* was confirmed both by western blotting and immunofluorescence stainings of liver tissue (Fig. 1C, D). While Lyve-1 was expressed in periportal and midlobular LSECs in the livers of Ctrl mice only, Emcn was found in pericentral areas of both groups. The expression and quantified area of Emcn was not extended in Lyve-1-KO indicating maintenance of LSEC zonation. On routine histology (H&E, sirius red, PAS) of the liver, no fibrosis, necrosis, overt inflammation or malformations were observed. Surprisingly, prussian blue staining revealed significantly increased iron deposition in Lyve-1-KO livers, which was absent in Ctrl livers (*P* = 0.0043). Co-staining of F4/80 with prussian blue showed that iron deposits were in F4/80^+^ cells in the Lyve-1-KO livers (Fig. 1E). The total iron concentration of liver lysates was similar in both groups (Additional file 1: Fig. S1C). However, the iron concentration was significantly decreased in plasma of Lyve-1-KO mice as compared to Ctrl (Additional file 1: Fig. S1C). Hepcidin, the main hormone regulating iron metabolism and homeostasis, was analyzed in the plasma and was unaltered between both groups (Additional file 1: Fig. S1C).

**Fig. 1:**
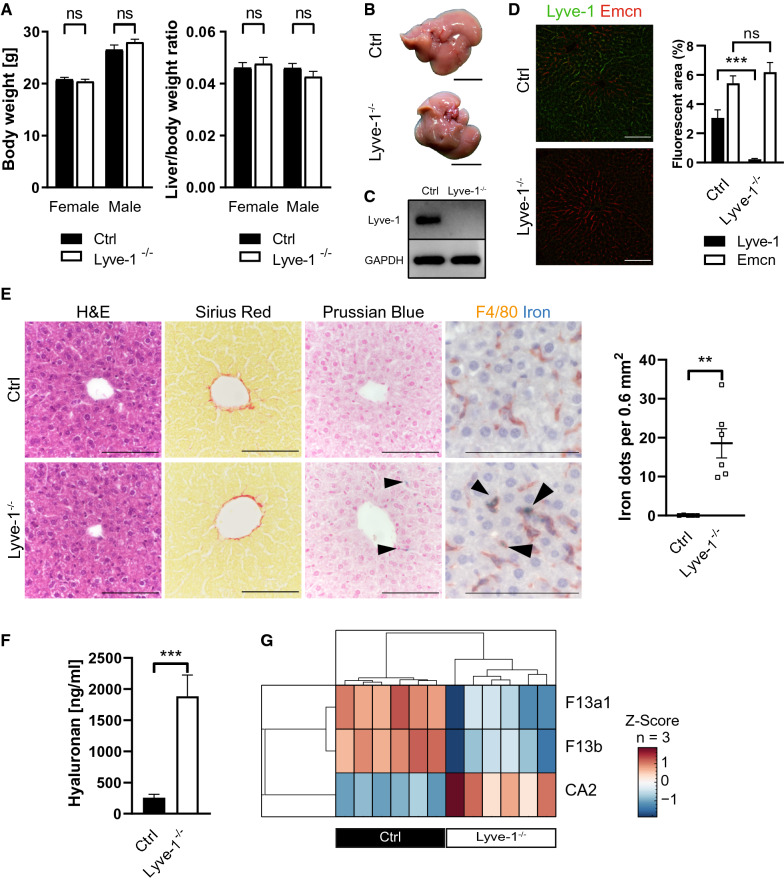
Phenotypical and histological characterization of Lyve-1^−/−^ livers. Iron deposition in F4/80^+^ cells in Lyve-1^−/−^ livers. Increased hyaluronan and carbonic anhydrase 2 levels as well as decreased levels of factor 13a1 and factor 13b in plasma of Lyve-1^−/−^ mice. **A** Body weight (female, *P* = 0.3912, n = 12/group; male, *P* = 0.1662, n = 11/group) and liver/body weight ratio of Ctrl and Lyve-1^−/−^ mice (female, *P* = 0.2343, Mann-Whitney *U*-test, n = 6-7/group; male, *P* = 0.2225, n = 6/group). **B** Representative pictures of Ctrl and Lyve-1^−/−^ livers (female, n = 6/group). Scale bars: 1 cm. **C** Immunoblot of Lyve-1 in Ctrl and Lyve-1^−/−^ livers (female and male, n = 4/group). **D** Immunofluorescence stainings for Lyve-1 and Emcn in Ctrl and Lyve-1^−/−^ liver tissue (female, n = 6/group) and quantification of Lyve-1 (*P* = 0.005) and Emcn (*P* = 0.3905) in Ctrl and Lyve-1^−/−^ liver tissue (female, n = 6/group). Scale bars: 100 µm. **E** H&E and Sirius red stainings of Ctrl and Lyve-1^−/−^ livers (female, n = 5/group). Prussian blue stainings and immunohistochemistries for F4/80 with Prussian blue co-staining of Ctrl and Lyve-1^−/−^ livers (female, n = 6/group). Iron deposits quantified in Prussian blue stained Ctrl and Lyve-1^−/−^ liver slides (female, *P* = 0.0043, Mann-Whitney *U*-test, n = 5-6/group). Scale bars: 100 µm. Black arrows highlight iron deposition. **F** Hyaluronan concentration in plasma of Ctrl and Lyve-1^−/−^ mice (female, 12 weeks, *P* = 0.0008, n = 6/group) measured with Hyaluronan DuoSet ELISA (DY3614-05, R&D Systems, Minneapolis, MN, USA). **G** Proteomics of plasma from Lyve-1-KO and Ctrl mice were performed. A clustered heatmap with significantly regulated proteins is presented (q-values: CA2: 0.0153; F13b: 0.018; F13a: 0.028). Data information: * *P* < 0.05; ** P < 0.01; *** *P* < 0.001; **** *P* < 0.0001; *ns *not significant

### Determination of plasma clearance functions of Lyve-1.

As Lyve-1 is described as endocytic receptor of hyaluronan, plasma hyaluronan concentrations were determined. The concentration of hyaluronan was significantly increased in plasma of Lyve1-KO as compared to Ctrl (*P* = 0.0008) (Fig. 1F; Additional file 1: Fig. S1D, E). To assess Lyve-1 functions in plasma clearance and its global impact of plasmatic protein composition, unbiased data-independent mass spectrometry based proteomic analyses of plasma were performed (n = 6 per genotype). In total, 406 protein groups were quantified followed by a two-sided t-test and permutation-based FDR correction. This analysis revealed three significantly different regulated protein groups including a two-fold decreased abundance of Coagulation factor XIII A and B chain (F13b and F13a1) in Lyve-1 deficient mice compared to Ctrl. Additionally, increased levels of carbonic anhydrase 2 (CA2) were detected (Fig. 1G).

Last, platelets were thoroughly analyzed, since Lyve-1 is also expressed on megakaryocytes [37]. Moreover, increased erythrocyte extravasation into the liver with secondary removal by macrophages could be one reason for increased iron deposition in hepatic macrophages. However, platelet counts and function as well as tests of hemostasis did not show significant differences between the two groups Additional file 1: Figure S2A, B) indicating that iron depositions are likely not due to impaired platelet functions or hemostasis.

### Characterization of endothelial marker expression by immunofluorescence stainings and gene expression by microarray gene expression profiling of isolated LSEC

To study the role of Lyve-1 for the sinusoidal phenotype of LSECs, endothelial differentiation was analyzed in detail. Marker proteins of continuous endothelial cells, such as Emcn or CD31, were expressed in pericentral areas or weakly throughout the sinusoids, while markers for sinusoidal endothelial cells, such as CD32b and Stab2, were broadly expressed in sinusoids of Lyve-1-KO and controls. Besides, expression of Icam-1, a pan-endothelial marker and an adhesion molecule, did not differ between both groups (Figs. 1D, 2A). To assess the periendothelial matrix and stellate cell activation Lama4 and Desmin were analyzed. Both were not increased in Lyve-1-KO mice. Capillarization, i.e. formation of a basement membrane, is usually associated with increased deposition of Lama4 and increased numbers of activated Desmin-positive stellate cells. Therefore, these findings demonstrate that the loss of Lyve-1 does not result in capillarization of hepatic sinusoids, i.e. Lyve-1 itself is not a regulator of the sinusoidal phenotype in LSECs. Besides the specialized sinusoidal phenotype, specific angiocrine functions are a hallmark of LSECs. To investigate the role of Lyve-1 in this regard, metabolic zonation that is controlled by angiocrine wnt-signalling was analyzed. Therefore, Glul, Arg1, RhBg and CYP2E1, marker proteins for metabolic liver zonation, were stained. Hepatic metabolic zonation and membranous expression of β-catenin on hepatocytes remained unchanged in Lyve-1-KO livers compared to Ctrl livers (Fig. 2B) indicating functionality of the angiocrine wnt-beta-catenin axis. To comprehensively assess the impact of Lyve-1 deficiency on gene expression in LSECs, microarray gene expression profiling was performed on mRNA from isolated LSECs of Lyve1-KO and Ctrl mice. 

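LSECs were isolated by collagenase perfusion and digestion of the liver, a Nycodenz gradient and magnetic sorting with anti-CD146 beads, and the cells of 3 mice were pooled per sample. RNA of 3 Lyve-1-KO pools and 3 Ctrl pools was hybridized to Affymetrix MoGene-2_0-st arrays, 1 array per pool. The Lyve-1-KO mice were B6.129S1-Lyve1tm1Lhua/J, and the paper names C57BL/6J as Ctrl for the isolation. Its animal methods list both littermates and purchased mice as controls. If the Ctrl mice were purchased, their origin cannot be told apart from the genotype. The authors grouped the probes by Entrez gene with a custom chip definition and normalized the arrays by quantiles, and the values are log2 expression levels. The sorted values of the 6 arrays are identical, with a median of 5.04 and a range from 2.92 to 13.87. Of 24479 genes measured, 23281 carry a symbol in the probe annotation and 1198 are unnamed here. Single genes were compared between the groups with limma, with Benjamini-Hochberg adjustment over all genes. Gene lists were compared with the other genes by camera, a test of the limma package, with a preset inter-gene correlation of 0.01. The number of arrays, 3 per group, limits the precision.

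The targeted gene Lyve1, the hyaluronan receptor of LSECs and lymphatic endothelium, lies on chromosome 7 of GRCm38 from 110850607 to 110862953. Its signal was not lower in the arrays labelled Lyve-1-KO, at 12.85, 12.88 and 12.83, than in the Ctrl arrays, at 12.78, 12.69 and 12.84. The log2 fold change was 0.08 (standard error 0.06, adjusted p = 0.663 from limma). By the exact two-sided permutation test of the 6 values p was 0.2, and the smallest p that 3 arrays against 3 allow is 0.1. Where the probes of this gene lie relative to the deleted part of the allele is not analysed here. The western blots and immunofluorescence of the paper show loss of the protein in livers (Fig. 1C, D), which does not settle the identity of each array. The signal thus does not bear out the label, and it would speak against the label only if the probes read the deleted part. Directions are given for the arrays labelled Lyve-1-KO.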

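In the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower, genes of the TNF-α/NF-κB, interferon-α and interferon-γ responses passed as higher. Myc targets passed as lower, all at the preset inter-gene correlation of 0.01. None of these lists passed with a correlation estimated from the arrays, which was 0.272, 0.215, 0.118 and 0.0707 in this order. The TNF-α/NF-κB list had a median log2 fold change of 0.24, and 97 of its 116 measured members lay above 0 (camera adjusted p = 3.79e-16, but adjusted p = 0.479 with an estimated correlation). The interferon-α list had a median of 0.09 with 57 of 73 members above 0 (adjusted p = 1.98e-06, and 0.55 as adjusted p with an estimated correlation). The interferon-γ list had a median of 0.08 with 46 of 74 members above 0 (adjusted p = 0.00744, and 0.55 as adjusted p with an estimated correlation). Targets of Myc, a transcription factor that drives growth, had a median of -0.08 with 72 of 94 members below 0 (adjusted p = 6.24e-04, and 0.479 as adjusted p with an estimated correlation).

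Among the TNF-α/NF-κB targets, Ier3 had a log2 fold change of 0.68, Nr4a2 of 0.56 and Zc3h12a, which encodes a ribonuclease that degrades inflammatory transcripts, of 0.62. Hbegf, a growth factor of the EGF family, had a value of 0.83, and Cxcl10, a chemokine that attracts T cells, of 1.03. Of this list, 50 members were higher and 3 lower at an unadjusted p under 0.05, none passed limma over all genes and 14 were higher when adjusted over the list alone. Among interferon genes, Mx2, an antiviral GTPase, had a log2 fold change of 0.90, and Irf9, a subunit of the transcription factor downstream of the interferon-α receptor, of 0.32. Oasl2 had a value of 0.38, and the interferon-inducible GTPases Irgm1 and Iigp1 had values of 0.41 and 0.67. The interferon-α list had 17 members higher and 1 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The interferon-γ list had 14 higher and 4 lower, of which 4 higher passed when adjusted over the list alone, and it shares 17 genes with the interferon-α list. Among Myc targets, Cad, an enzyme of pyrimidine synthesis, and Tyms, thymidylate synthase, had log2 fold changes of -0.39 and -0.38, while the splicing factor Srsf3 and the chaperone Hspd1 lay on the other side at 0.45 and 0.39. Of the Myc targets, 9 were higher and 16 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The themes of these lists were chosen by the study from the same arrays, so their directions are not independent evidence. Macrophage markers were also higher in the arrays labelled Lyve-1-KO (median log2 fold change 0.45, adjusted p = 0.0341, and 0.728 as adjusted p with an estimated correlation). Without Ctrl replicate 1, which has the lowest macrophage markers, the macrophage median was -0.14 (adjusted p = 0.508) and the TNF-α/NF-κB median 0.19 (adjusted p = 5.07e-10). The interferon-γ call was lost without Ctrl replicate 1 (adjusted p = 0.44) and without the genes that several lists share (0.152), and the interferon-α call with a Reactome list in its place (0.242).

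As a single gene, Iqcn rose from 7.37 ± 0.15 in the Ctrl arrays to 8.92 ± 0.06 in the arrays labelled Lyve-1-KO (SD, n = 3 arrays each), a log2 fold change of 1.55 with a standard error of 0.09 (limma adjusted p = 0.0175). It was the only gene of 24479 that passed, and 2741 genes had an unadjusted p under 0.05, of which 1436 were higher and 1305 lower. Il33, an alarmin cytokine, came next with 8.01 ± 0.10 against 8.97 ± 0.06 (SD, n = 3), a log2 fold change of -0.96 (adjusted p = 0.0526). Ackr1, a chemokine-binding receptor of venular endothelium, had a log2 fold change of 0.97, and Pdk4, a kinase that inhibits pyruvate dehydrogenase, of 0.67. Polg2, a subunit of the mitochondrial DNA polymerase, had a value of 1.21, and the interferon-inducible Ifi208 and Gm4951 had values of 0.63 and 0.75. Mmrn1, a marker of lymphatic endothelium, had a value of -1.68 and Nat14 of -0.72. The ribosomal protein gene Rpl19 had a value of -0.61, at a dim signal of 3.85 against 4.46 (array median 5.04). These 8 genes shared an adjusted p of 0.0901 from limma. With the replicate number as a block 0 genes passed (lowest adjusted p 0.107, 2757 at an unadjusted p under 0.05), and 0 passed with the methods' test (lowest 0.106, 2473), while 49 passed with a trended and robust variance in limma. Without Lyve-1-KO replicate 1, 2 or 3 or Ctrl replicate 2 or 3 the count was 0, and without Ctrl replicate 1 it was 2, Iqcn and Trim69, the latter named after its values were seen.

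**Figure D1:**
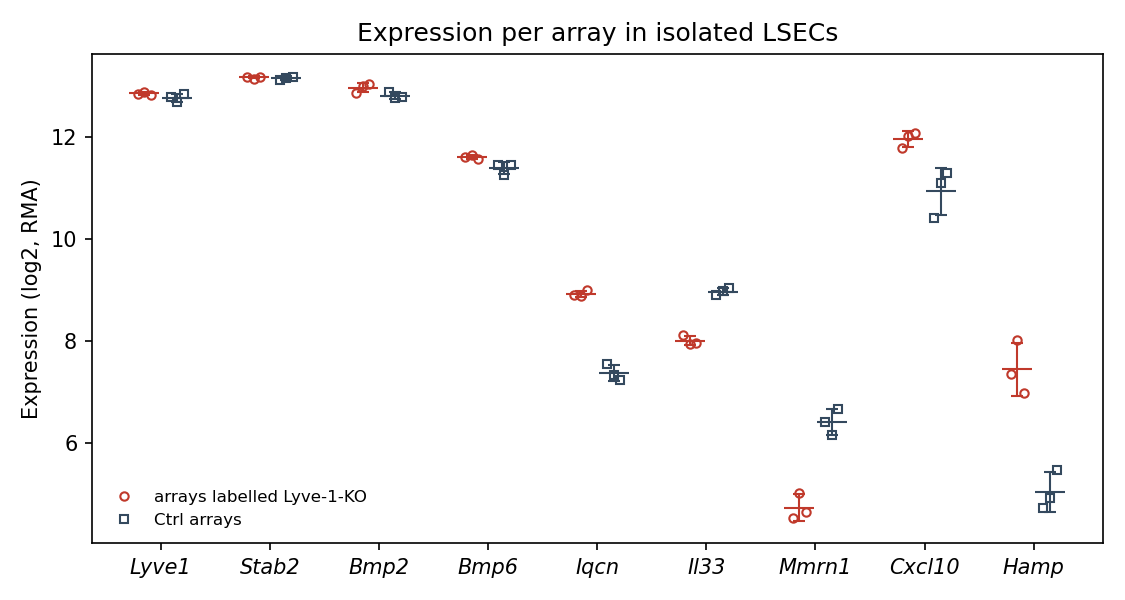
Log2 expression of 9 genes in each array, with circles for the 3 arrays labelled Lyve-1-KO, squares for the 3 Ctrl arrays, and a horizontal mark with bars for the mean and SD. Iqcn sits near 8.92 against 7.37, while Lyve1 lies between 12.69 and 12.88 in all 6 arrays.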

Even though there was no single gene significantly dysregulated, an overall representation analysis of HALLMARK pathways revealed regulation of Myc targets as well as immunological pathways involved in TNF-α, Interferon-α and -γ signaling (Fig. 2C). Altogether, these data show that knockout of *Lyve-1* did not affect the hallmarks of LSEC-specific endothelial differentiation or angiocrine functions but appeared to affect immunological pathways.

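The LSEC receptors Stab1, Stab2, Fcgr2b and Clec4g differed little between the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower, and the Ctrl arrays. Markers of pericentral LSECs, in contrast, passed as lower at the preset correlation, but not with an estimated one. The mean level of 20 LSEC markers was 12.51 ± 0.02 against 12.53 ± 0.01 (SD, n = 3 arrays each; exact permutation test, p = 0.2). Their median level percentile was 99.8, near the top of the array range, and whether differences are compressed there was not tested. The scavenger receptors Stab1 and Stab2 had log2 fold changes of 0.04 and 0.02, the Fc receptor Fcgr2b of 0.04 and the lectin Clec4g of -0.08. Leaving out single arrays moved Stab1 between 0.01, without Lyve-1-KO replicate 3 or Ctrl replicate 2, and 0.07, without Lyve-1-KO replicate 2 or Ctrl replicate 3. Of 8 pericentral markers, 7 lay below 0 with a median of -0.23 (camera adjusted p = 0.00126, but adjusted p = 0.479 with an estimated correlation).

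Among the pericentral markers, the Wnt ligands Wnt9b and Wnt2 had log2 fold changes of -0.64 and -0.20 and their enhancer Rspo3 of -0.53. Without Ctrl replicate 1 Wnt9b had -0.39 and Rspo3 -0.25, while the list passed without each array in turn (adjusted p from 4.83e-04 to 0.00526). Fabp4, a fatty acid binding protein, had a value of -0.38. Of this list, 3 members were lower at an unadjusted p under 0.05 and 1 was lower when adjusted over the list alone. Of 3 measured markers of lymphatic endothelium Mmrn1 had a log2 fold change of -1.68, while Prox1 had -0.11 and Pdpn -0.01. Without Ctrl replicate 1 Prox1 had -0.03 and Pdpn turned to 0.13, without Lyve-1-KO replicate 1 Prox1 had -0.05 and Pdpn turned to 0.03, and without Ctrl replicate 2 they had -0.24 and -0.13. The list passed as lower (median -0.11, camera adjusted p = 0.0406, and 0.55 as adjusted p with an estimated correlation). With the replicate number as a block their adjusted p was 0.0801, and the call was also lost without Lyve-1-KO replicate 1 (0.107) or 3 (0.0768) and without Ctrl replicate 1 (0.348) or 3 (0.0722).

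The LSEC list did not pass (median -0.01, adjusted p = 0.659), with 0 members higher and 1 lower at an unadjusted p under 0.05. Gata4, the transcription factor of LSEC differentiation, had a log2 fold change of -0.10, which was -0.07 without Ctrl replicate 1, and the lectin Cd209b of -0.35, with its 3 values in the arrays labelled Lyve-1-KO below the Ctrl values. Markers of continuous endothelium and basement membrane did not pass either (20 genes, 16 below 0, median -0.09, adjusted p = 0.142), with Pecam1 at -0.04, Emcn at -0.12, which was -0.07 without Ctrl replicate 1, and the laminin chain Lama4 at 0.21. Vwf, the von Willebrand factor, had 8.96 ± 0.17 against 9.93 ± 0.87 (SD, n = 3), a log2 fold change of -0.97 that was -0.49 without Ctrl replicate 1. The periportal list had a median of 0.06 and a mean of -0.000145 and was placed higher by the test (9 genes, adjusted p = 0.734). The 16 angiocrine factors had a median of 0.03 but a mean of -0.06 and were placed lower by the test (adjusted p = 0.788), with Hgf at 0.14 and the Notch ligand Jag1 at -0.40. The hyaluronan list had a median of 0.03 (15 genes, adjusted p = 0.659), with the receptor Cd44 at 0.75 and the hyaluronidase Hyal2 at -0.16. None of the genes of these lists passed limma over all genes. In the continuous endothelial list 1 was higher and 2 lower at an unadjusted p under 0.05, in the periportal list 1 lower, in the angiocrine list 1 higher and 4 lower and in the hyaluronan list 1 higher, and 0 of these 4 lists' genes or of the LSEC list passed when adjusted over the list alone. Directions of results that did not pass turned without 1 array: the angiocrine list without Lyve-1-KO replicate 1 (adjusted p = 0.812), Hgf without Lyve-1-KO replicate 3 (-0.01), the periportal list without Lyve-1-KO replicate 3 (0.934), the hyaluronan list without Ctrl replicate 3 (0.99), and Stab2 and Fcgr2b without Ctrl replicate 1. From its stainings and the array, the paper concludes that loss of Lyve-1 left LSEC differentiation and angiocrine functions unaffected, and from the regulated pathways of Fig. 2C it proposes that immunological pathways were affected.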

**Fig. 2:**
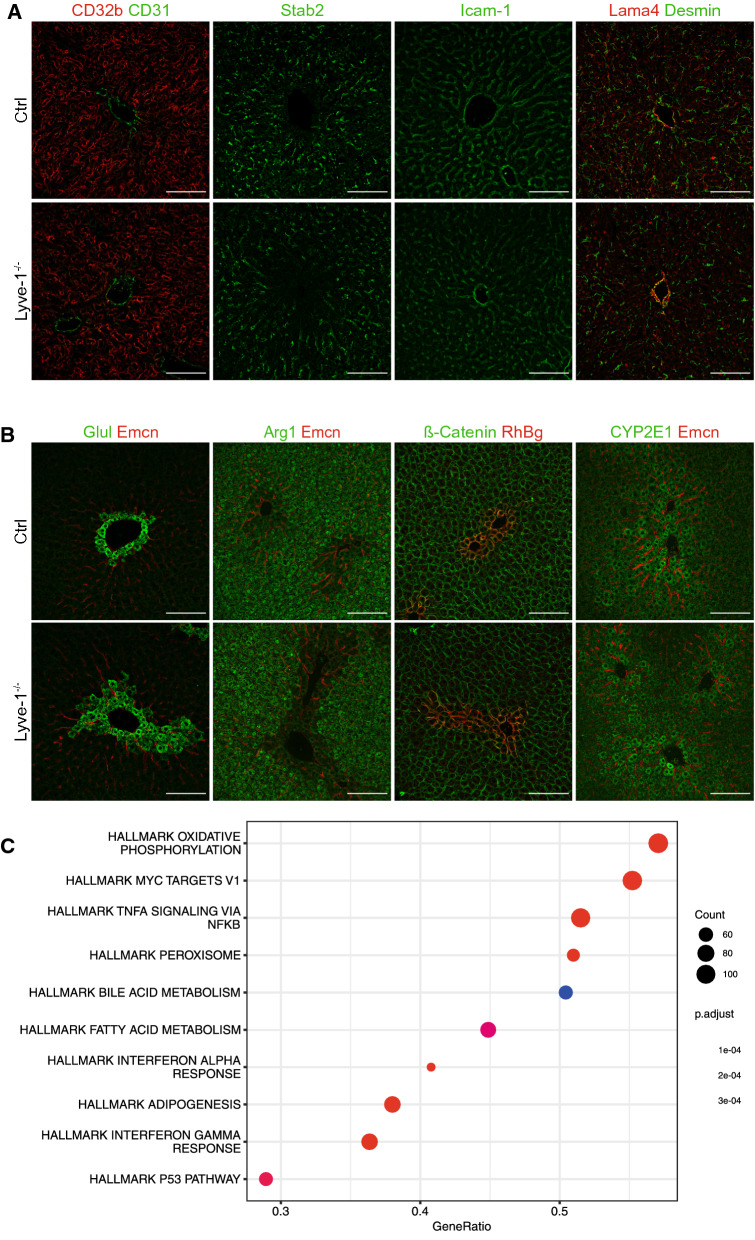
Histological analysis of Ctrl and Lyve-1^−/−^ mice revealed no differences in endothelial differentiation, hepatic metabolic zonation or extracellular matrix deposition.** A** Immunofluorescence stainings of Ctrl and Lyve-1^−/−^ livers for CD32b and CD31, Stab2, Icam-1, Lama4 and Desmin (female, n = 5–6/group). Scale bars: 100 µm. **B** Immunofluorescence stainings of Ctrl and Lyve-1^−/−^ livers show Glul, Emcn, Arg1, β-Catenin, RhBg, CYP2E1 (female, n = 6/group). Scale bars: 100 µm. **C** Affymetrix gene microarray (gene chip) analysis of cDNA from LSECs of Ctrl and Lyve-1^−/−^ mice was performed for gene expression profiling. A dot plot of an overall representation analysis of HALLMARK pathways is presented. The number of regulated genes by count and gene ratio and the adjusted *P* value of corresponding pathways are presented. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; *ns* not significant

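Mitochondrial and lipid genes passed as lower in the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower. Genes of the p53 pathway passed as higher. These calls hold at the preset correlation, and none of the lists passed with an estimated one. Of 88 genes of oxidative phosphorylation, 78 lay below 0 with a median log2 fold change of -0.13 (camera adjusted p = 3.7e-12, but adjusted p = 0.479 with an estimated correlation). The p53 list had a median of 0.06 with 26 of 38 members above 0 (adjusted p = 0.00796, and 0.479 as adjusted p with an estimated correlation). The peroxisome list had a median of -0.08 with 37 of 47 members below 0 (adjusted p = 0.0095, and 0.55 as adjusted p with an estimated correlation).

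Among the oxidative phosphorylation genes, the complex I subunits Ndufb8 and Ndufab1 had log2 fold changes of -0.59 and -0.41. Cox6b1, a subunit of cytochrome c oxidase, had a value of -0.32, and Suclg1, a subunit of the succinyl-CoA ligase, of -0.33. In this list 24 members were lower and 0 higher at an unadjusted p under 0.05, and 5 were lower when adjusted over the list alone. In the p53 list, Cdkn1a, an inhibitor of cyclin-dependent kinases, had a log2 fold change of 0.78, and Plk3, Tob1 and Btg2 had values of 0.49, 0.50 and 0.52. There 9 members were higher and 0 lower at an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. In the peroxisome list Amacr, a racemase of bile acid and branched fatty acid metabolism, and Mlycd, malonyl-CoA decarboxylase, had values of -0.31 and -0.32, and 5 members were lower at an unadjusted p under 0.05. Small nucleolar RNAs (106 genes, 74 below 0, median -0.15, adjusted p = 8.55e-08, and 0.134 as adjusted p with an estimated correlation) and cytosolic ribosomal protein genes (59 genes, median -0.06, adjusted p = 0.0331, and 0.158 as adjusted p with an estimated correlation), lists chosen after the results were seen, were lower too.

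The bile acid list fell with 22 of 30 members below 0 (median -0.09, adjusted p = 0.0123, and 0.55 as adjusted p with an estimated correlation). Its hydroxylases Cyp7b1 and Cyp39a1 had log2 fold changes of -0.57 and -0.38, the latter -0.24 without Ctrl replicate 1. The fatty acid list fell with 30 of 40 members below 0 (median -0.05, adjusted p = 0.0224, and 0.55 as adjusted p with an estimated correlation). Fasn, the fatty acid synthase, had a value of -0.47 and Eci2, an isomerase of fatty acid oxidation, of -0.31. The bile acid list had 3 members lower and the fatty acid list 1 higher and 3 lower at an unadjusted p under 0.05, and as in the peroxisome list 0 passed when adjusted over the list alone. Among all genes 11.2% had an unadjusted p under 0.05 from limma, a share that the bile acid, fatty acid and peroxisome lists did not exceed. The adipogenesis list did not pass (41 genes, 27 below 0, median -0.04, adjusted p = 0.178), and its member Ddt had a value of -0.77. It had 4 members lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone, and none of the genes of these 6 lists passed limma over all genes. Markers of hepatocytes, which hold much of the bile acid and lipid enzymes of the liver, had a mean level of 7.81 ± 0.51 against 7.84 ± 0.52 (SD, n = 3 arrays each; exact permutation test, p = 1), but their difference was -0.319 without Lyve-1-KO replicate 2 and 0.242 without Ctrl replicate 2. Without these same arrays the bile acid list had an adjusted p of 5.10e-06 and 0.226, the peroxisome list of 3.10e-04 and 0.172 and the fatty acid list of 8.86e-04 and 0.0986, so these calls moved with the hepatocyte markers there, while oxidative phosphorylation passed without each array in turn (adjusted p from 1.84e-12 to 1.64e-08). Of the 10 lists written after the themes of Fig. 2C, 9 passed, and since the study drew these themes from the same arrays this is not independent evidence. The peroxisome call was lost without Lyve-1-KO replicate 3 (adjusted p = 0.113) or Ctrl replicate 2 (0.172), the bile acid call without Lyve-1-KO replicate 1 (0.107) or 3 (0.225) or Ctrl replicate 2 (0.226), and the fatty acid call without Lyve-1-KO replicate 1 (0.164) or 3 (0.0768) or Ctrl replicate 2 (0.0986). With Reactome lists in their place the bile acid and fatty acid calls were lost (0.377 and 0.0858), as was the bile acid call without the genes that several lists share (0.0685).

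**Figure D2:**
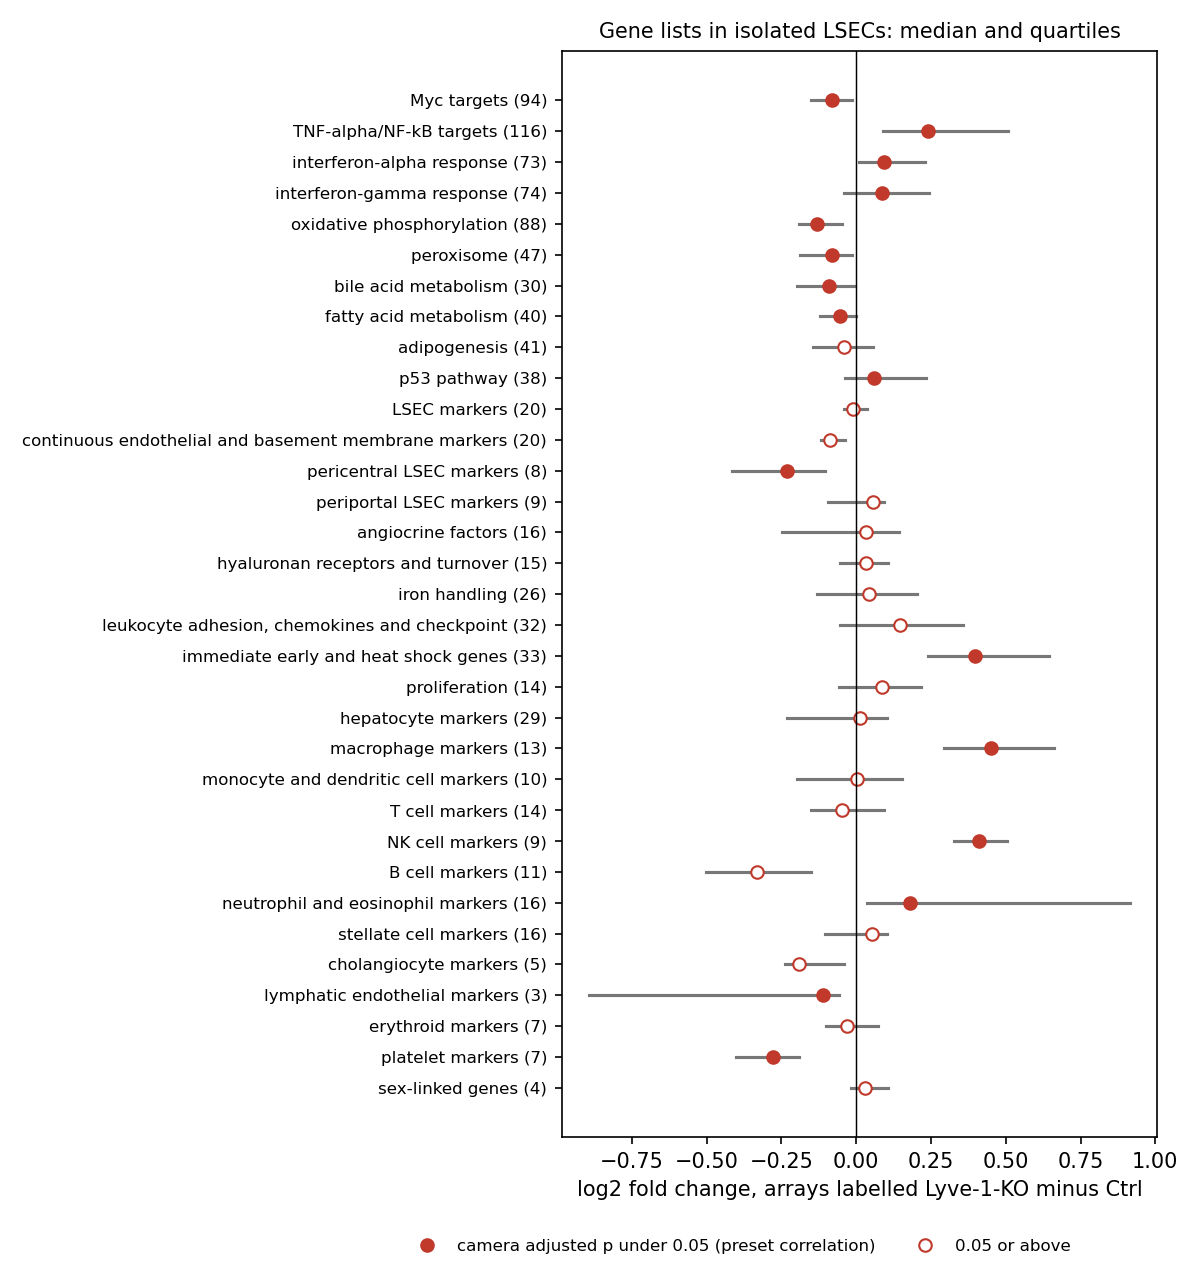
Median log2 fold change (points) and quartiles (lines) of 33 gene lists, arrays labelled Lyve-1-KO minus Ctrl, with the number of measured genes in brackets. Filled points mark the 16 lists with a camera adjusted p under 0.05 at the preset correlation, of which 0 pass with an estimated correlation.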

### Influence of Lyve-1 on hepatic metastasis of colorectal carcinoma and melanoma

The potential influence of Lyve-1 on the sinusoidal immunological microenvironment and the fact that LYVE-1 had been described to be able to mediate tumor cell adhesion in vitro [29], prompted us to study models of hepatic metastasis in Lyve-1-KO mice. For these experimental setups we chose relevant models of hepatic metastases of cancers that are known to be highly or weakly immunogenic, i.e. melanoma and colorectal carcinoma (CRC). Liver metastasis was studied by splenic injection of MC38 CRC cells in Lyve-1-KO and control mice. Here, no significant difference in the number of hepatic metastases could be observed (*P* = 0.5563) (Fig. 3A). On the contrary, when B16F10 *luc2* melanoma cells were inoculated in Lyve-1-KO and Ctrl mice by intrasplenic injection, liver colonization was significantly decreased (*P* = 0.0093) (Fig. 3B, C). Besides, this was confirmed in a second melanoma model as Lyve-1-KO also showed reduced hepatic colonization after spleen injection of WT31 melanoma as compared to Ctrl mice (*P* = 0.0164) (Additional file 1: Figure S3A). To further assess whether alteration of melanoma metastasis in Lyve-1-KO is liver-specific, our analysis was extended with a different route of melanoma cell administration. Therefore, WT31 melanoma, a cell line that in contrast to other murine melanoma cell lines induces not only lung but also hepatic metastasis after tail vein injection, was used [35]. While the number of hepatic metastases of WT31 melanoma was decreased in Lyve-1-KO compared to Ctrl mice (*P* = 0.0408) (Fig. 3D), the number of pulmonary WT31 melanoma metastases was not altered in Lyve-1-KO in comparison to Ctrl mice, indicating a specific role of Lyve-1 in liver but not lung colonization of melanoma (Additional file 1: Figure S3B). The reduction of hepatic metastatic foci of B16F10 *luc2* and WT31 melanoma in Lyve-1-KO as compared to Ctrl was confirmed by a significant reduction of the total macroscopic and microscopic tumor area in Lyve-1-KO with B16F10 *luc2* or WT31 metastases after spleen injection (Additional file 1: Figure S3C, D). When WT31 melanoma cells were injected i.v., sizes of hepatic metastases in general were smaller and only a trend towards smaller metastases in Lyve-1-KO was detected (Additional file 1: Figure S3C, D). As confirmation of the number of hepatic metastasis, no difference in the total metastatic area of MC38 CRC was detected between Lyve-1-KO and Ctrl (Additional file 1: Figure S3C, D). As Lyve-1 can be involved in tumor cell adhesion *in vitro*, initial tumor cell retention was also assessed in vivo by bioluminescence imaging in Lyve-1-KO and Ctrl mice 90 min after intrasplenic injection of B16F10 *luc2* melanoma cells. Here, similar intensities were observed in both groups indicating that Lyve-1 deficiency did not impair initial tumor cell retention of B16F10 *luc2* melanoma cells to the hepatic sinusoids (Fig. 3E).

**Fig. 3:**
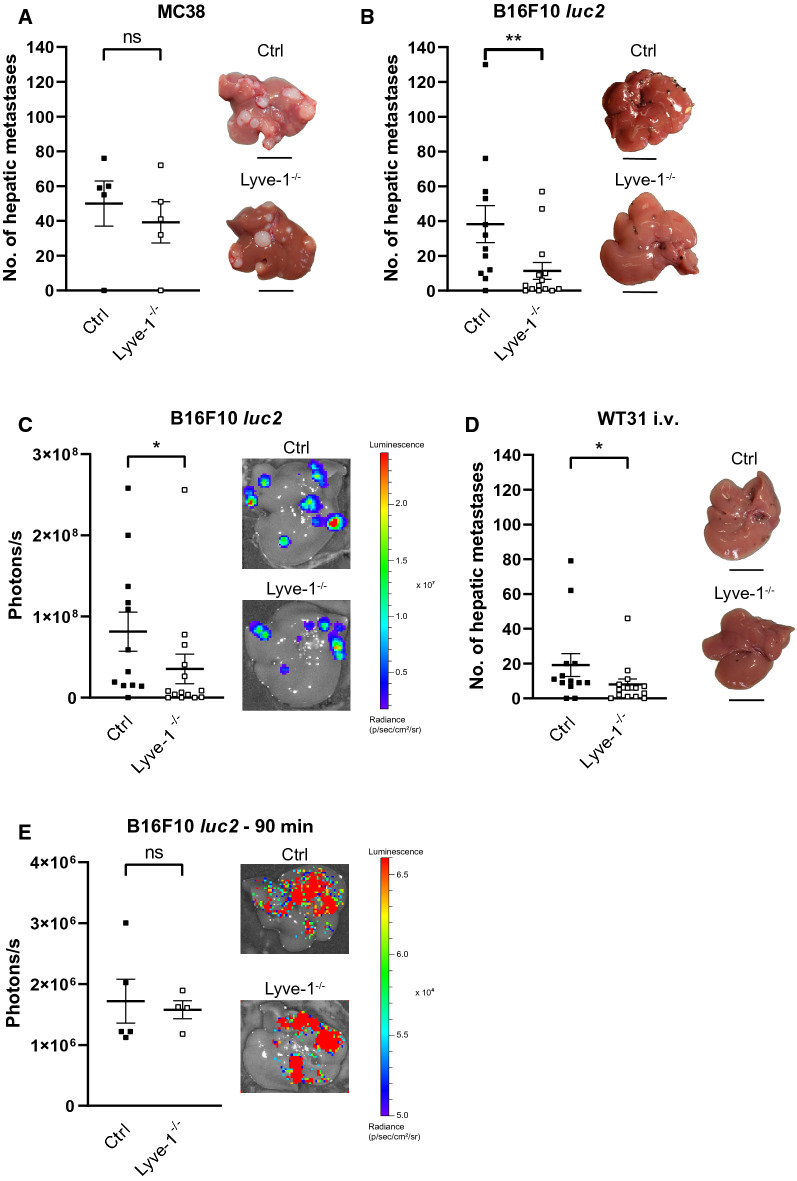
The loss of Lyve-1 protects against hepatic melanoma metastasis.** A** After spleen injection of MC38 colorectal carcinoma cells the numbers of macroscopic visible hepatic metastases (50 vs. 39.2, *P* = 0.5563) were quantified in Ctrl (n = 5) and Lyve-1^−/−^ (n = 5) mice at day 21. Photographs of livers with CRC metastases are shown. Scale bars: 1 cm. **B** Following intrasplenic injection of B16F10 *luc2* melanoma cells, macroscopic visible hepatic metastases were quantified in Ctrl (n = 12) and Lyve-1^−/−^ (n = 14) mice at day 14 (38.25 vs. 11.36, *P* = 0.0093, Mann–Whitney *U*-test). Representative photographs of livers with metastases are shown. Scale bars: 1 cm. **C** Ex vivo BLI images of Ctrl (n = 12) and Lyve-1^−/−^ (n = 14) livers. Quantification of livers determined as region of interest at day14 after intrasplenic injection of B16F10 *luc2* melanoma cells (*P* = 0.0356, Mann–Whitney *U*-test). Color scale: min = 1.67 × 10^6^ p/sec/cm^2^ /sr; max = 2.46 × 10^7^ p/sec/cm^2^ /sr. **D** WT31 cells were injected into the tail vein and melanoma liver metastases (19.15 vs. 8.0, *P* = 0.0408, Mann–Whitney *U*-test) were counted in Ctrl (n = 13) and Lyve-1^−/−^ (n = 14) mice at day 19. Photographs of livers are displayed. Scale bars: 1 cm. **E** Ex vivo BLI images of Ctrl (n = 5) and Lyve-1^−/−^ (n = 4) livers. Quantification of livers determined as region of interest (*P* = 0.7508) 90 min after intrasplenic injection of B16F10 *luc2* melanoma cells. Color scale: min = 5.0 × 10^4^ p/sec/cm^2^ /sr; max = 6.6 × 10^4^ p/sec/cm^2^ /sr. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; *ns* not significant

### Analysis of morphology and vascularization of hepatic metastases

To study the underlying mechanisms, both B16F10 *luc2* and WT31 melanoma liver metastases were first assessed by histology. Hepatic metastases of B16F10 *luc2* and WT31 melanoma did not show obvious differences in their morphology, their growth patterns or associated fibrosis between Lyve-1-KO and Ctrl mice (Fig. 4A, B). While hepatic B16F10 *luc2* metastases were significantly larger in Ctrl livers as compared to Lyve-1-KO livers (*P* = 0.0467), the size of hepatic WT31 metastases was not significantly altered. Besides, the percentage of necrotic metastases of B16F10 *luc2* or WT31 hepatic metastases was unaltered when comparing Lyve-1-KO and Ctrl (Fig. 4C, D). As the loss of *Lyve-1* might impact on vascularization of the hepatic metastases, the vascularization of both B16F10 *luc2* and WT31 metastases was compared by immunofluorescent analysis of Emcn and Lyve-1 or of CD32b and CD31. Vascularization and intratumoral endothelial differentiation did not differ between melanoma metastases in Lyve-1-KO or Ctrl mice, except for the loss of Lyve-1 in Lyve-1-KO (Fig. 4E, F). To assess tumor cell proliferation and apoptosis, stainings for Ki67, cCasp-3 and DAPI were performed on hepatic metastases of Ctrl and Lyve-1-KO mice. The percentage of Ki67^+^ or Casp-3^+^ tumor cells did not significantly differ between hepatic melanoma metastases of Ctrl and Lyve-1-KO mice (Additional file 1: Figure S4A–D). Overall, these results indicated that tumor cell retention, tumor cell proliferation or apoptosis and alterations of vascularization were not responsible for the reduced susceptibility of the liver to melanoma metastasis in Lyve-1-KO.

**Fig. 4:**
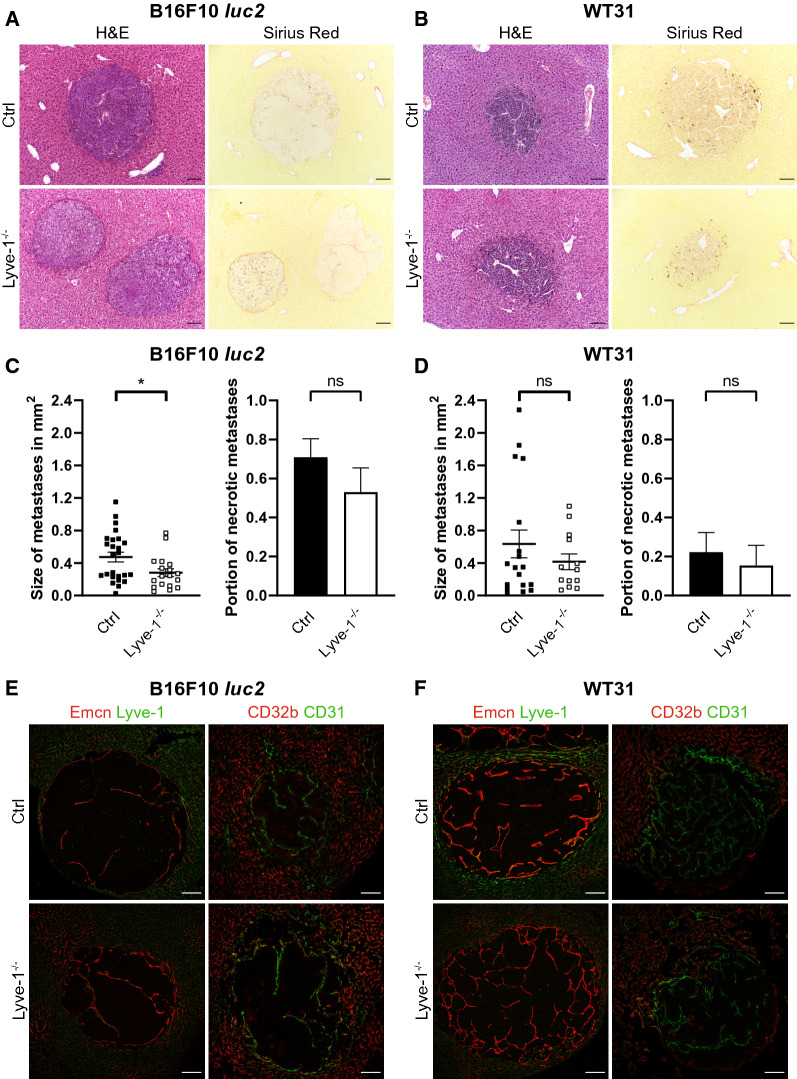
Microscopic analysis of B16F10 *luc2* or WT31 melanoma metastases in Lyve-1^−/−^ and Ctrl mice.** A** Images of H&E stainings of hepatic metastases of B16F10 *luc2* melanoma in Ctrl (n_met_ = 25, n = 7) and Lyve-1^−/−^ (n_met_ = 18, n = 5) livers. Images of Sirius red stainings of hepatic metastases of B16F10 *luc2* melanoma in Ctrl (n_met_ = 22, n = 8) and Lyve-1^−/−^ (n_met_ = 12, n = 4) livers. Scale bars: 100 µm. **B** Images of H&E stainings of hepatic metastases of WT31 melanoma in Ctrl (n_met_ = 18, n = 6) and Lyve-1^−/−^ (n_met_ = 13, n = 7) livers. Images of Sirius red stainings of hepatic metastases of WT31 melanoma in Ctrl (n_met_ = 14, n = 5) and Lyve-1^−/−^ (n_met_ = 10, n = 7) livers. Scale bars: 100 µm. **C** The size of liver metastases of B16F10 *luc2* melanoma in Ctrl (n_met_ = 25, n = 7) and Lyve-1^−/−^ (n_met_ = 18, n = 5) livers was measured (*P* = 0.0467, Mann-Whitney *U*-test) and area is presented in mm^2^. H&E stainings of hepatic B16F10 *luc2* melanoma metastases were evaluated for necrosis. The percentage of necrotic metastases referred to the total number of metastases was analyzed in Ctrl (n_met_ = 24, n = 6) and Lyve-1^−/−^ (n_met_ = 17, n = 5) (*P* = 0.3281, Mann-Whitney *U*-test). **D** The size of liver metastases of WT31 melanoma in Ctrl (n_met_ = 18, n = 6) and Lyve-1^−/−^ (n_met_ = 13, n = 7) livers was measured (*P* = 0.9528, Mann-Whitney *U*-test). The area is presented in mm^2^. H&E stainings of hepatic WT31 melanoma metastases were evaluated for necrosis. The percentage of necrotic metastases in relation to the total number of metastases in Ctrl (n_met_ = 18, n = 6) and Lyve-1^−/−^ (n_met_ = 13, n = 7) is presented (*P* = 0.6830, Mann-Whitney *U*-test). **E** Immunofluorescence stainings of hepatic B16F10 *luc2* melanoma metastases for Emcn and Lyve-1 in Ctrl (n_met_ = 20, n = 7) and Lyve-1^−/−^ (n_met_ = 17, n = 6) mice as well as for CD31 and CD32b in Ctrl (n_met_ = 12, n = 4) and Lyve-1^−/−^ (n_met_ = 6, n = 5) mice. Scale bars: 100 µm. **F** Immunofluorescence stainings of hepatic WT31 melanoma metastases for Emcn and Lyve-1 in Ctrl (n_met_ = 14, n = 5) and Lyve-1^−/−^ (n_met_ = 14, n = 7) mice as well as for CD31 and CD32b in Ctrl (n_met_ = 12, n = 7) and Lyve-1^−/−^ (n_met_ = 7, n = 5) mice. Scale bars: 100 µm. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; *ns* not significant

### Characterization of the hepatic immune microenvironment

As melanoma is highly immunogenic, we reasoned that decreased melanoma metastasis formation in the liver may be mediated by increased anti-tumor immune activation. Besides, microarray gene expression analysis had also shown that immunological pathways were altered in premetastatic LSECs of Lyve-1-KO. Therefore, the immune cell composition of the hepatic niche was characterized in tumor-free, premetastatic livers and livers with established hepatic melanoma metastases of both Lyve-1-KO and Ctrl mice. 

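Genes of leukocyte adhesion, chemokines and immune checkpoints lay mostly higher in the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower. The list did not pass the test, however. Of 32 measured members 21 lay above 0, with a median log2 fold change of 0.15 (camera adjusted p = 0.0531, and 0.0102 with the replicate number as a block, but 0.479 as adjusted p with an estimated correlation and 0.553 with that and the block). Icam1, an adhesion molecule for leukocytes, had a log2 fold change of 0.38, and the cytokines Il1a and Mif had values of 0.35 and -0.26. Sele, the endothelial selectin, had 8.78 ± 0.10 against 8.44 ± 0.69 (SD, n = 3 arrays each), a log2 fold change of 0.34 that turned to -0.03 without Ctrl replicate 1. In this list 3 members were higher and 1 lower at an unadjusted p under 0.05, 0 passed limma over all genes and 2 were higher when adjusted over the list alone.

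The marker lists of macrophages, NK cells and neutrophils and eosinophils passed as higher although the cells had been sorted for CD146, but their mean levels overlapped between the groups. Macrophage markers averaged 8.69, 9.43 and 9.77 in the arrays labelled Lyve-1-KO and 7.55, 9.68 and 8.96 in the Ctrl arrays (exact permutation test, p = 0.6), and their list had an adjusted p of 0.0341 (and 0.728 as adjusted p with an estimated correlation). The scavenger receptor Marco had 9.80 ± 1.15 against 7.55 ± 1.17 (SD, n = 3), a log2 fold change of 2.24. The macrophage genes C1qb, Cd68 and Clec4f had log2 fold changes of 0.44, 0.66 and 0.68, which were -0.05, 0.19 and 0.02 without Ctrl replicate 1 and 0.85, 1.04 and 1.21 without Ctrl replicate 2. NK cell markers rose as a group (9 genes, 9 above 0, median 0.41, adjusted p = 0.0366, and 0.644 as adjusted p with an estimated correlation), with Gzma at 0.51 and Ncr1 at 0.64. Without Ctrl replicate 1 Gzma had 0.04 and Ncr1 0.25, without Lyve-1-KO replicate 1 they had 0.19 and 0.41, and without Ctrl replicate 3 1.10 and 1.13. Neutrophil and eosinophil markers rose as a group (16 genes, 14 above 0, median 0.18, adjusted p = 0.0105, and 0.55 as adjusted p with an estimated correlation), with S100a8 at 1.23 and Retnlg at 1.36, which were 0.45 and 0.61 without Lyve-1-KO replicate 3. T cell markers did not pass (14 genes, median -0.05, adjusted p = 0.388), with Cd3e at 0.13, which was 0.01 without Ctrl replicate 1, and Cd8a at -0.23. B cell markers did not pass (11 genes, 9 below 0, median -0.33, adjusted p = 0.0535), with Ms4a1 at -0.94 and Cd79a at -0.64, which were -0.60 and -0.43 without Lyve-1-KO replicate 3. Markers of monocytes and dendritic cells had a median of 0.00212 (10 genes, adjusted p = 0.659), although Clec9a, a receptor of cross-presenting dendritic cells, had a value of 0.67.

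Without 1 array several of these calls changed: the leukocyte adhesion list passed without Lyve-1-KO replicate 1 (adjusted p = 0.0277) or Ctrl replicate 2 (0.022) or 3 (0.0148), and the B cell list, as lower, without Lyve-1-KO replicate 1 (0.00306) or Ctrl replicate 1 (0.000175). The macrophage call was lost without Lyve-1-KO replicate 2 (0.134) or 3 (0.266) and turned direction without Ctrl replicate 1 (0.508, median -0.14), the NK cell call without Lyve-1-KO replicate 1 (0.288) or 3 (0.114) or Ctrl replicate 1 (0.453) or 2 (0.17), and the neutrophil and eosinophil call without Lyve-1-KO replicate 3 (0.139) or Ctrl replicate 1 (0.0633), while the monocyte and dendritic cell list without Ctrl replicate 1 (0.299) and the T cell list without Ctrl replicate 2 (0.999) turned direction.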

To evaluate the extent to which Lyve-1 is expressed on hepatic macrophages, tumor-free and metastasized livers of Ctrl mice were stained for Lyve-1 and F4/80. In contrast to wound healing tissue, in Ctrl livers no definitive F4/80^+^/Lyve-1^+^ cells could be observed (Additional file 1: Figure S5A–D). This is in line with previously published data showing that F4/80^+^ Lyve-1^+^ cells were seen in connective tissues of visceral organs and tumors, but not in hepatic sinusoids [25, 26]. As a role of Lyve-1 during leukocyte adhesion to lymphatic EC is described [28], the subtypes of infiltrating immune cells in tumor-free and metastasized Ctrl and Lyve-1-KO livers were analyzed in detail by flow cytometry (Fig. 5, Additional file 1: Figure S6A). Tumor-free Lyve-1-KO livers showed increased numbers of CD4^+^ T cells (*P* = 0.0094), CD8^+^ T cells (*P* = 0.0449), regulatory T cells (T_reg_) (*P* = 0.0389) and eosinophils (*P* = 0.0139) compared to Ctrl livers, whereas other immune cell subtypes remained unchanged (Fig. 5A; Additional file 1: Figure S6B). In livers with established B16F10 *luc2* melanoma metastases a significant difference in the numbers of T_reg_ cells (*P* = 0.0368) and neutrophils (*P* = 0.0261) was found in livers of Lyve-1-KO in contrast to Ctrl (Fig. 5B, Additional file 1: Figure S6C). Livers with WT31 melanoma metastases did not differ in hepatic immune cell composition between Lyve-1-KO and Ctrl (Fig. 5C, Additional file 1: Figure S6D). Besides, immunofluorescence stainings of CD45^+^ Ly6C^+^ cells, CD45^+^ Ly6C^+^ Ly6G^+^ cells and CD4^+^ FoxP3^+^ cells showed no altered distribution in the peritumoral liver tissue of Lyve-1-KO and Ctrl with hepatic metastases of B16F10 *luc2* or WT31 (Additional file 1: Figure S7A–F).

**Fig. 5:**
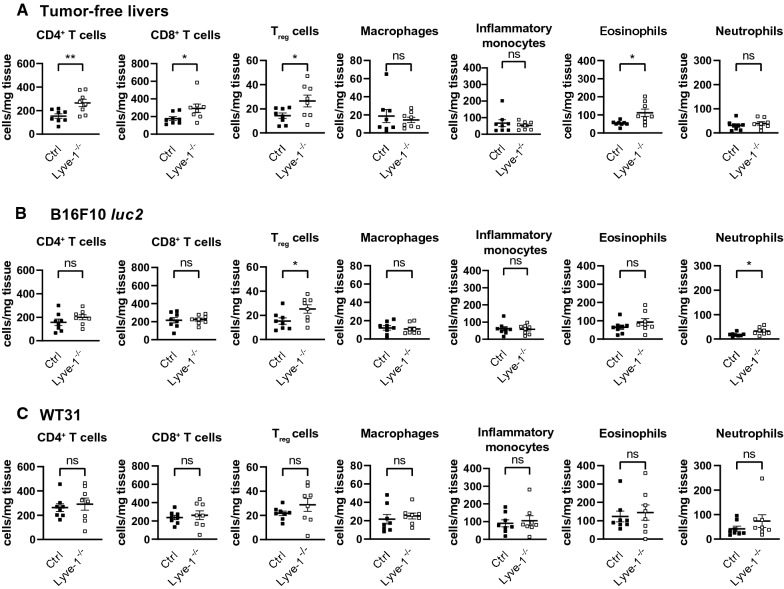
Analysis of the immune cell composition in livers of Ctrl and Lyve-1^−/−^ mice without metastases or with melanoma metastases of B16F10 *luc2* or WT31.** A** Flow cytometric analysis of liver immune cells including CD4^+^ T cells (*P* = 0.0094), CD8^+^ T cells (*P* = 0.0449), T_reg_ cells (*P* = 0.0389), macrophages (*P* = 0.7984, Mann–Whitney *U*-test), inflammatory monocytes (*P* = 0.7984, Mann–Whitney *U*-test), eosinophils (*P* = 0.0139) and neutrophils (*P* = 0.4159) was performed of whole untreated, tumor-free Ctrl and Lyve-1^−/−^ livers (female, n = 8/group). **B** Flow cytometric analysis of whole liver tissue with B16F10 *luc2* melanoma metastases of Ctrl and Lyve-1^−/−^ mice (female, n = 8/group) for CD4^+^ T cells (*P* = 0.2381), CD8^+^ T cells (*P* = 0.8248), T_reg_ cells (*P* = 0.0368), macrophages (*P* = 0.7209, Mann–Whitney *U*-test), inflammatory monocytes (*P* = 0.8420), eosinophils (*P* = 0.2228) and neutrophils (*P* = 0.0261). Analysis was performed on day 14. **C** Flow cytometric analysis of whole liver tissue with WT31 melanoma metastases of Ctrl and Lyve-1^−/−^ mice (female, n = 8/group) for CD4^+^ T cells (*P* = 0.6411), CD8^+^ T cells (*P* = 0.6405), T_reg_ cells (*P* = 0.2402), macrophages (*P* = 0.5676), inflammatory monocytes (*P* = 0.7209, Mann–Whitney *U*-test), eosinophils (*P* = 0.7984, Mann–Whitney *U*-test) and neutrophils (*P* = 0.2786, Mann–Whitney *U*-test). Analysis was performed on day 19. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; *ns* not significant

Altogether, constitutive loss of Lyve-1 did not influence hepatic morphology, sinusoidal endothelial differentiation or angiocrine functions of LSECs. However, endothelial scavenging functions were impaired, as hyaluronan plasma levels and levels of Factor XIII and CA2 were altered in Lyve-1-KO. Moreover, iron deposition was observed in macrophage subpopulations. Liver metastasis as a pathological process was influenced in a tumor-specific fashion as hepatic metastasis of cutaneous melanoma, but not CRC, was reduced upon knockout of Lyve-1. As tumor cell retention, proliferation and vascularization were not altered, our findings indicate that this is likely due to increased hepatic leukocyte subpopulations that mediate initial tumor cell rejection by an enhanced premetastatic tumor immune surveillance.

## Discussion

LYVE-1/Lyve-1 is expressed on lymphatic endothelium, subsets of vascular endothelial cells, for example LSECs, and on subgroups of macrophages, such as certain tumor-infiltrating macrophages. Its molecular functions are also diverse, as it has been implied in endocytosis and scavenging, as well as in adhesion and migration of immune and tumor cells.

LSECs are the major endothelial scavenger cell population and responsible for clearance of circulating blood factors. LYVE-1/Lyve-1 was initially assumed to act as a scavenging receptor of hyaluronan (HA) [21, 27]. However, previous studies in Stab1 and Stab2 deficient mice have clearly identified Stab2 as the major scavenger receptor responsible for the clearance of HA [20]. In contrast to investigations by Gale et al. with an alternative knockout approach of *Lyve-1* [32], we found mildly, but consistently elevated plasma levels of hyaluronan in animals with *Lyve-1* deficiency. Notably, hyaluronan plasma levels were not analyzed in the original description of the *Lyve-1* knockout mice designed by Huang et al. and used in this study [31]. The difference between the two knockout strains first described by Gale et al. and Huang et al. may result from discrepancies of the genetic background, age or environmental factors, such as food or stress levels. Nonetheless, in comparison to Stab2 KO mice HA levels were about 3 to fourfold lower in Lyve-1-KO plasma indicating that Stab2 is the major scavenger receptor responsible for clearance of HA in the blood, while Lyve-1 appears to have a context-dependent smaller role that is mostly compensated by Stab2. One can hypothesize that functions of Lyve-1 might also be compensated by its homologue CD44. Unfortunately, only tissue levels of hyaluronic acid after carrageenan-induced paw edema have been analyzed in Lyve-1/CD44 double knockout mice and did not show any differences compared to Lyve-1-KO and wild-type mice [33]. Interestingly, Lyve-1/CD44 double knockout mice do not present any overt phenotype. Comprehensive analysis of clearance functions of Lyve-1 by plasma proteomics revealed only CA2 as potential selective protein ligand accumulating in the blood of Lyve-1-KO mice. Factor XIII on the other hand was less abundant in blood plasma of Lyve-1-KO. This indicates that Lyve-1 appears to be involved in the control of blood plasma composition to a smaller extent in comparison to Stab1 and Stab2.

During tumor metastasis, hepatic endothelial cells represent the first barrier interacting with arriving cancer cells via surface receptors like E-selectin, ICAM1 or Clec4g [14–16]. Besides, adhesion of hyaluronan-expressing tumor cells to endothelial cells is mediated by Lyve-1 [29]. Contrastingly, high levels of plasma HA strongly decreased metastasis of B16F10 melanoma to the lungs by reduction of tumor cell adhesion to the pulmonary capillaries [38]. Of note, Hirose et al. identified that high levels of HA did not impact melanoma cell invasion, migration or proliferation. However, in our liver colonization model no differences in initial melanoma cell retention were detected among Lyve-1-KO and Ctrl mice. This might be explained by tumor cell-type and context-dependency, as well as by cellular and molecular differences of *in vivo* and in vitro models of tumor cell adhesion. Transdifferentiation and capillarization of LSECs can also influence hepatic metastasis e.g. via alterations of tumor cell adhesion [13]. However, as Lyve-1-KO showed no signs of capillarization or alterations of angiocrine metabolic functions, this cannot explain reduced melanoma metastasis in Lyve-1-KO livers.

Alterations in hepatic metastasis of melanoma but not CRC indicate that the anti-tumor immune response may be altered in Lyve-1-KO. Lyve-1 is involved in hyaluronan-dependent leukocyte trafficking in lymphatic EC [28, 39] and is expressed on subtypes of macrophages. However, in our Lyve-1-KO mouse model, there were almost no macrophages in the liver detected that co-express Lyve-1. Neither by flow cytometry significant differences in the number of hepatic macrophages were revealed. This is in line with the study of Zheng et al. that did not find an expression of Lyve-1 in macrophages of visceral organs [25].

Interestingly, loss of Lyve-1 led to iron deposition in F4/80^+^ macrophage subpopulations and decreased levels of iron in the plasma. In general, iron metabolism plays a decisive role in macrophages and inflammatory processes [40]. Macrophages exert a special function during iron metabolism and are of special importance for recycling of iron from senescent erythrocytes and the export into the plasma [41]. Hereby, the iron exporter ferroportin1 is critically involved as a macrophage-specific loss of ferroportin1 leads to hepatic iron depositions and increases inflammatory responses [42]. These iron depositions appear like the ones in Lyve-1-KO mice leading us to hypothesize that Lyve-1 may also be involved during hepatic iron turnover. Apart from that, hepatic iron homeostasis is critically controlled by angiocrine secretion of Bmp2 and Bmp6 by LSECs [6, 7]. However, deficiency of either Bmp2 or Bmp6 leads to a different pattern of iron deposition and a microarray analysis of isolated LSECs revealed no significant differences in the levels of Bmp2 or Bmp6 between Lyve-1-KO and Ctrl mice. 

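Neither Bmp2 nor Bmp6, the LSEC ligands that induce hepcidin in hepatocytes, passed the test of the arrays labelled Lyve-1-KO against the Ctrl arrays. The Lyve1 signal was not lower in the former. Bmp2 had 12.97 ± 0.09 against 12.81 ± 0.06 (SD, n = 3 arrays each), a log2 fold change of 0.16 (limma adjusted p = 0.47). Bmp6 had 11.60 ± 0.04 against 11.39 ± 0.12 (SD, n = 3), a log2 fold change of 0.22 (adjusted p = 0.384), and its 3 values in the arrays labelled Lyve-1-KO lay above the 3 Ctrl values (exact permutation test, p = 0.1). For Bmp2 the exact permutation test gave p = 0.2.

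Id1, a target of BMP signaling, had a log2 fold change of 0.22 and Slc40a1, the iron exporter ferroportin1, of 0.13, which was 0.08 without Ctrl replicate 3. Hamp, which encodes hepcidin, had 7.44 ± 0.52 against 5.04 ± 0.39 (SD, n = 3), a log2 fold change of 2.40 with a standard error of 0.29 (adjusted p = 0.111). All 3 of its values in the arrays labelled Lyve-1-KO lay above the Ctrl values, and over the alternatives its adjusted p ranged from 0.0443 with a trended and robust variance in limma, the only one of them to pass, to 0.34 without Lyve-1-KO replicate 1 (0.187 with the replicate number as a block and 0.319 with the methods' test). Albumin, an abundant hepatocyte transcript (Alb), had 11.87 ± 0.31 against 11.85 ± 0.25 (SD, n = 3). Whether the Hamp signal came from LSECs or from hepatocytes among them was not tested. The paper found hepcidin unaltered in plasma of female mice, which measures the peptide and not this RNA. The sex-linked genes of the arrays read as male. The iron handling list as a whole did not pass (26 genes, 15 above 0, median 0.04, camera adjusted p = 0.377). In that list 3 members were higher and 1 lower at an unadjusted p under 0.05, 0 passed limma over all genes and 1 was higher when adjusted over the list alone.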

Besides, there is accumulating evidence that iron deposition in macrophages promotes a switch towards a pro-inflammatory phenotype during inflammatory conditions, such as non-alcoholic steatohepatitis, anti-cancer immunity or wound healing [43–45]. Regarding liver metastasis, application of ferumoxytolof, an iron supplement, effectively prevented liver colonization of small-cell lung cancer [46].

Altogether, the significant reduction in the number of B16F10 *luc2* and WT31 melanoma liver metastases might be due to an increased premetastatic pro-inflammatory microenvironment in the liver. This is substantiated by microarray analyses of isolated LSECs showing regulation of relevant inflammatory pathways. 

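Immediate early and heat shock genes, which respond within minutes to cytokines and to stress, rose as a group in the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower. All 33 measured members lay above 0, with a median log2 fold change of 0.40 (camera adjusted p = 3.58e-17, but adjusted p = 0.479 with an estimated correlation). The chaperone genes Hsph1, Dnajb1 and Hspa1b had log2 fold changes of 1.05, 0.31 and 0.25. Of the list, 25 members were higher and 0 lower at an unadjusted p under 0.05, 0 passed limma over all genes and 18 were higher when adjusted over the list alone.

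This list shares 23 genes with the TNF-α/NF-κB targets. The 93 TNF-α/NF-κB targets outside it had a median of 0.22 with 74 above 0 (adjusted p = 3.33e-11, and 0.134 as adjusted p with an estimated correlation). The 10 immediate early and heat shock genes outside the TNF-α/NF-κB list, a comparison chosen after seeing the data, had a median of 0.28 with 10 above 0 (adjusted p = 1.04e-06, and 0.134 as adjusted p with an estimated correlation). Il1b, an inflammatory cytokine made by macrophages, had 10.11 ± 0.71 against 9.54 ± 1.09 (SD, n = 3 arrays each), a log2 fold change of 0.58 that turned to -0.05 without Ctrl replicate 1 and was 0.17 without Lyve-1-KO replicate 3.

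Of 644 Reactome pathways, 5 rose and 94 fell by camera, and with an estimated correlation 0 passed (lowest adjusted p 0.626). The 5 that rose were Interleukin-1 signaling (37 genes, 24 above 0, adjusted p = 0.0218), NOD1/2 signaling (20 genes, 15 above 0, 0.028), activation of the IKK complex by TAK1 (16 genes, 12 above 0, 0.0134), Interferon gamma signaling (98 genes, 62 above 0, 0.0337) and demethylation of histones (23 genes, 16 above 0, 0.0023). Of the 94 that fell, 56 hold at least 20 genes of the proteasome, the complex that degrades tagged proteins, whose 38 measured genes had a median of -0.10 with 34 below 0. By fgsea, which ranks all genes, 30 pathways rose and 127 fell. Without Lyve-1-KO replicate 3 the total was 52 in place of 99, with 48 that fell, and the number that rose was 3 without Lyve-1-KO replicate 1 or Ctrl replicate 1, 9 without Ctrl replicate 2 and 10 without Ctrl replicate 3.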

Although there were no significant changes in the number of CD4^+^ and CD8^+^ T cells in livers of Lyve-1 KO mice bearing established melanoma metastases, tumor-free livers of Lyve-1 KO mice showed significant increased numbers of CD4^+^ and CD8^+^ T cells, T_reg_ cells and eosinophils. These alterations may result from either modulation of leukocyte influx via LSEC or modulation of leukocyte efflux via lymphatic EC. The protective role of T cells for liver metastasis, especially CD8^+^ T cells, is highlighted by various studies. Hepatic immunomodulation by α-melittin-nanoparticles increases numbers of CD4^+^ and CD8^+^ T cells, which protect from hepatic metastasis [47]. Besides, clinical studies of CRC long-term survivors with liver metastases and a clinical case of metastatic uveal melanoma reveal a prognostic benefit of higher numbers of CD8^+^ T cells in the liver [48, 49]. Our results identify an enhanced premetastatic hepatic immune microenvironment which might promote initial tumor cell rejection and consequently decreased hepatic melanoma colonization, as initial tumor cell retention in mice with *Lyve-1* deficiency was unaltered. The liver specific effect of Lyve-1 on melanoma metastasis could be proven by the intravenous injection route of WT31 melanoma cells, as deficiency of *Lyve-1* led to a significant protection against hepatic but not pulmonary melanoma colonization. Last, the tumor-specific differences in hepatic metastasis in our model might be explained by varying immunogenicity of the CRC cell line MC38 as compared to the two melanoma models.

To treat liver metastasis of CM immune checkpoint inhibition (ICI) or targeted therapies (BRAF/ MEK inhibitors) are state-of-the art options. However, liver metastasis of CM goes along with a poor prognosis for both therapy response to ICI [47] and targeted therapy [50]. Therefore, the microenvironment of the hepatic niche needs further attention and new therapeutic targets must be evaluated. Due to the decreased hepatic metastasis in two melanoma models and the increased premetastatic pro-inflammatory state in Lyve-1-KO, Lyve-1 might be an interesting therapeutic target [30] to further boost therapy response to ICI.

## Conclusions

Liver metastasis of melanoma is a poor prognostic factor. Lyve-1 deficiency protected from hepatic melanoma metastasis in an orthotopic injection model. While hepatic endothelial differentiation and angiocrine functions were unaltered, loss of Lyve-1 generated a premetastatic pro-inflammatory microenvironment characterized by increased CD4^+^, CD8^+^ T cells and T_reg_ cells and by iron deposition in hepatic macrophages. Therefore, Lyve-1 should be further investigated as promising target of the hepatic microenvironment to improve response to current therapies.

## Supplementary Information

**Additional file 1: **Supplementary Figures. **Figure S1**. Additional phenotypic characterization of Ctrl and Lyve-1^-/-^ mice. Analysis of the iron homeostasis. Further analyses of hyaluronan levels by different ELISAs and by age. **A**. Body length (female, *P* = 0.5438, n = 5-6/group; male, *P* = 0.7832, n = 5/group) measured of Ctrl and Lyve-1^-/-^ mice.** B**. Levels of ALT (female, *P* = 0.3176, n = 8-9/group), AST (female, *P* = 0.1270, Mann-Whitney *U*-test, n = 6-7/group), GLDH (female, *P* = 0.2095, n = 7-9/group) in blood plasma of Ctrl and Lyve-1^-/-^ mice are displayed.** C**. Iron concentration in liver (female, *P* = 0.4110, n = 3/group), plasma (female, *P* = 0.0387, n = 6/group), and Hepcidin concentration in plasma (female, *P* = 0.3747, n = 6-8/group) of Ctrl and Lyve-1^-/-^ mice. **D**. Hyaluronan concentration in plasma of Ctrl and Lyve-1^-/-^ mice in the age of ***a*** 6 weeks (female, *P* < 0.0001, n = 6/group), ***b*** 8 weeks (female, *P* < 0.0001, n = 6/group) and c 10 weeks (female, *P* < 0.0001, n = 6/group) measured with Hyaluronan DuoSet ELISA (DY3614-05, R&D Systems, Minneapolis, MN, USA). **E**. Hyaluronan concentration in plasma of Ctrl and Lyve-1^-/-^ mice in the age of ***a*** 12 weeks (female, *P* = 0.0022, Mann-Whitney *U*-test, n = 6/group) and ***b*** 14 weeks (female, *P* = 0.0079, Mann-Whitney *U*-test, n = 5/group) measured with Hyaluronan Enzyme-Linked Immunosorbent Assay (K-1200, Echelon Biosciences, Salt Lake City, UT, USA). Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant. **Figure S2**. Analysis of platelet counts, functions and hemostasis in Ctrl or Lyve-1^-/-^ mice. **A**. Platelet count (female, *P* = 0.7831, n = 5-9/group), thromboelastography (TEG) R [min] (male, *P* = 0.0536, n = 5/group), TEG K [min] (male, *P* >0.9999, Mann-Whitney *U*-test, n = 5/group), TEG Angle [degree] (male, *P* = 0.3413, Mann-Whitney *U*-test, n = 5/group) and TEG MA [mm] (male, *P* = 0.1211, n = 5/group) quantified in blood of Ctrl and Lyve-1^-/-^ mice. **B**. Activated partial thromboplastin time (aPTT) (female, *P* = 0.1040, n = 6/group), INR (female, *P* = 0.5647, n = 4-5/group) and thrombin time (female, *P* = 0.8084, n = 6/group) measured in blood of Ctrl and Lyve-1^-/-^ mice. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant. **Figure S3**. Quantification of hepatic metastases after intrasplenic of WT31 cells as well as quantification of lung metastases after intravenous injection of WT31 cells. Measurement of microscopic and macroscopic metastatic area. **A**. After spleen injection of WT31 melanoma cells the numbers of macroscopic visible hepatic metastases (57.6 vs. 7.6, P = 0.0164) were quantified in Ctrl (n = 10) and Lyve-1^-/-^ (n = 5) mice at day 21. The ROUT method was used to detect outliers. Two outliers were excluded in the Lyve-1^-/-^ group. Representative photographs of livers with melanoma metastases are shown. Scale bars: 1 cm. **B**. WT31 cells were injected into the tail vein and melanoma lung metastases (41.92 vs. 59.71, *P* = 0.1343) were counted in Ctrl (n = 13) and Lyve-1^-/-^ (n = 14) mice at day 19. Photographs of lungs are displayed. Scale bars: 1 cm. **C**. The hepatic macroscopic metastatic area in relation to the total liver area was analyzed per mouse. MC38 hepatic metastatic area (*P* = 0.6336) in Ctrl (n = 5) and Lyve-1^-/-^ (n = 5). B16F10 *luc2* hepatic metastatic area (*P* = 0.0175, Mann-Whitney *U*-test) in Ctrl (n = 12) and Lyve-1^-/-^ (n = 14). Hepatic metastatic area after intrasplenic injection of WT31 melanoma (*P* = 0.0256) in Ctrl (n = 10) and Lyve-1^-/-^ (n = 5). Hepatic metastatic area after i.v. injection of WT31 melanoma (*P* = 0.4502, Mann-Whitney *U*-test) in Ctrl (n = 13) and Lyve-1^-/-^ (n = 14). **D**. The hepatic microscopic metastatic area in relation to the total liver area was analyzed per mouse. MC38 hepatic metastatic area (*P* = 0.9675) in Ctrl (n = 5) and Lyve-1^-/-^ (n = 5). B16F10 *luc2* hepatic metastatic area (*P* = 0.0068, Mann-Whitney *U*-test) in Ctrl (n = 6) and Lyve-1^-/-^ (n = 9). Hepatic metastatic area after intrasplenic injection of WT31 melanoma (*P* = 0.0186, Mann-Whitney *U*-test) in Ctrl (n = 8) and Lyve-1^-/-^ (n = 5). Hepatic metastatic area after i.v. injection of WT31 melanoma (*P* = 0.8443, Mann-Whitney *U*-test) in Ctrl (n = 12) and Lyve-1^-/-^ (n = 14). Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant. **Figure S4**. Analysis of cell proliferation or apoptosis in hepatic melanoma metastases of Ctrl and Lyve-1^-/-^ mice. **A**. Immunofluorescence stainings of hepatic B16F10 *luc2* melanoma metastases for Ki67 and Emcn in Ctrl (n_met_ = 14, n = 4) and Lyve-1^-/-^ (n_met_ = 12, n = 5) mice as well as for cleaved Caspase-3 (cCasp-3) and Emcn in Ctrl (n_met_ = 14, n = 4) and Lyve-1^-/-^ (n_met_ = 12, n = 5) mice. Scale bars: 100 µm. **B**. Immunofluorescence stainings of hepatic WT31 melanoma metastases for Ki67 and Emcn in Ctrl (n_met_ = 16, n = 7) and Lyve-1^-/-^ (n_met_ = 11, n = 6) mice as well as for cCasp-3 and Emcn in Ctrl (n_met_ = 9, n = 5) and Lyve-1^-/-^ (n_met_ = 6, n = 5) mice. Scale bars: 100 µm. **C**. Percentage of Ki67^+^DAPI^+^ cells (*P* = 0.2972, Mann-Whitney *U*-test) in Ctrl (n_met_ = 14, n = 4) and Lyve-1^-/-^ (n_met_ = 12, n = 5) mice or cCasp-3^+^DAPI^+^ cells (*P* = 0.7808, Mann-Whitney *U*-test) in Ctrl (n_met_ = 14, n= 4) and Lyve-1^-/-^ (n_met_ = 12, n = 5) mice in relation to total DAPI^+^ melanoma cells counted in hepatic B16F10 *luc2* melanoma metastases. **D**. Percentage of Ki67^+^DAPI^+^ cells (*P* = 0.9594) in Ctrl (n_met_ = 16, n = 7) and Lyve-1^-/-^ (n_met_ = 11, n = 6) mice or cCasp-3^+^DAPI^+^ cells (P = 0.8637, Mann-Whitney *U*-test) in Ctrl (n_met_ = 9, n = 5) and Lyve-1^-/-^ (n_met_ = 6, n = 5) mice in relation to total DAPI^+^ melanoma cells counted in hepatic WT31 melanoma metastases. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant. **Figure S5**. Analysis of F4/80^+^Lyve-1^+^ cells in tumor-free and metastasized Ctrl livers. **A**. Immunofluorescence stainings for F4/80 and Lyve-1 in 3-day-old skin wound healing tissue of wild type mice (n = 2). Wounds were previously induced by 4mm punch biopsy under anaesthesia with Isoflurane. **B**. Immunofluorescence stainings of F4/80 and Lyve-1 in untreated, tumor-free Ctrl and Lyve-1 ^-/-^ liver tissue (female, n = 6/group). Scale bars: 100 µm. **C**. Immunofluorescence stainings of F4/80 and Lyve-1 in livers with metastases of B16F10 *luc2* melanoma cells in Ctrl (n_met_ = 10, n = 6) and Lyve-1^-/-^ mice (n_met_ = 6, n = 5). **D**. Immunofluorescence stainings of F4/80 and Lyve-1 in livers with metastases of WT31 melanoma cells of Ctrl (n_met_ = 12, n = 5) and Lyve-1^-/-^ mice (n_met_ = 12, n = 5). **Figure S6**. Gating strategy applied to identify indicated hepatic immune cell populations in both tumor-free and metastasized livers by flow cytometry. Additional analyses of dendritic cells, NK cells, NKT cells and gamma delta (gd) T cells in tumor-free and metastasized Lyve-1^-/-^ livers by flow cytometry. **A**. Single-cell suspensions of liver tissue were analyzed by flow cytometry. Cells gated as single/live CD45^+^ were further defined as: B cells (CD3ε^neg^CD19^+^), γδT T cells (CD19^neg^CD3ε^+^TCRγδ^+^), NKT cells (CD3ε^+^TCRβ^+^NK1.1^+^), CD8^+^ T cells (CD3ε^+^TCRβ^+^NK1.1^neg^CD8a^+^), CD4^+^ T cells (CD3ε^+^TCRβ^+^NK1.1^neg^CD4^+^), T_reg_ (CD3ε^+^TCRβ^+^NK1.1^neg^CD4^+^FoxP3^+^), NK cells (CD3ε^neg^CD19^neg^NKp46^+^NK1.1^+^Eomes^+^); myeloid cells are first gated as Lymphoid^neg^ CD3ε^neg^CD19^neg^NKp46^neg^NK1.1^neg^), and then further defined as neutrophils (CD11b^+^Ly6G^+^), eosinophils (CD11b^+^Ly6G^int^SiglecF^+^), DCs (CD11b^+^Ly6G^neg^SiglecF^neg^CD11c^high^MHC-II^high^), macrophages (non-DCs F4/80^+^Ly6C^neg^), and inflammatory monocytes (non-DCs F4/80^+^Ly6C^+^). Representative end-gates with simplified ascending gating paths for each population are shown. **B**. Flow cytometric analysis of liver immune cells including dendritic cells (*P* = 0.2459), NK cells (*P* = 0.1165), NKT cells (*P* = 0.0973) and gdT cells (*P* = 0.0653) was performed of whole untreated, tumor-free Ctrl and Lyve-1^-/-^ livers (female, n = 5-8/group). **C**. Flow cytometric analysis of whole liver tissue with B16F10 *luc2* melanoma metastases of Ctrl and Lyve-1^-/-^ mice (female, n = 5-8/group) for dendritic cells (*P* = 0.2624), NK cells (*P* = 0.6368), NKT cells (*P* = 0.1412) and gdT cells (*P* = 0.1668). **D**. Flow cytometric analysis of whole liver tissue with WT31 melanoma metastases of Ctrl and Lyve-1^-/-^ mice (female, n = 8/group) for dendritic cells (*P* = 0.3006), NK cells (*P* = 0.7971), NKT cells (*P* = 0.3127) and gdT cells (*P* = 0.8224). Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant. **Figure S7**. Unaltered numbers of myeloid-derived suppressor cells and T_regs_ in peritumoral liver tissue of Ctrl and Lyve-1^-/-^ with B16F10 *luc2* or WT31 metastases. **A**. Immunofluorescence stainings of peritumoral hepatic tissue for DAPI, CD45 and Ly6C as well as for DAPI, CD45 and Ly6C/Ly6G in Ctrl (n = 4) and Lyve-1^-/-^ (n = 5) mice with B16F10 *luc2* metastases. Scale bars: 100 µm. **B**. Immunofluorescence stainings of peritumoral hepatic tissue for DAPI, CD45 and Ly6C as well as for DAPI, CD45 and Ly6C/Ly6G in Ctrl (n = 6) and Lyve-1^-/-^ (n = 5) mice with WT31 metastases. Scale bars: 100 µm. **C**. Quantification of peritumoral CD45^+^Ly6C^+^ cells (*P* = 0.099) or CD45^+^Ly6C^+^Ly6G^+^ cells (*P* = 0.3896) in livers of Ctrl (n= 4) and Lyve-1^-/-^ (n = 5) mice with metastases of B16F10 *luc2*. **D**. Quantification of peritumoral CD45^+^Ly6C^+^ cells (*P* = 0.7117) or CD45^+^Ly6C^+^Ly6G^+^ cells (*P* = 0.1967) in livers of Ctrl (n= 6) and Lyve-1^-/-^ (n = 5) mice with metastases of WT31. **E**. Quantification of peritumoral CD4^+^FoxP3^+^ cells (*P* = 0.1852) in livers of Ctrl (n= 8) and Lyve-1^-/-^ (n = 7) mice with B16F10 *luc2* metastases. **F**. Quantification of peritumoral CD4^+^FoxP3^+^ cells (P = 0.9984) in livers of Ctrl (n = 9) and Lyve-1^-/-^ (n = 8) mice with WT31 metastases. Data information: * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001; ns = not significant.

**Additional file 2: **Supplementary Methods.

**Additional file 3: **Supplementary Tables. **Table S1**. Primer sequences for genotyping.

## Data Availability

The microarray data are accessible in the Gene Expression Omnibus database (GEO) by GSE199055. The proteomics data are available via ProteomeXchange with identifier PXD032717.

## Abbreviations

AEC: 3-Amino-9-ethylcarbazole
ALT: Alanine aminotransferase
aPTT: Activated partial thromboplastin time
Arg1: Arginase 1
AST: Aspartate aminotransferase
BLI: Bioluminescence imaging
Bmp: Bone morphogenetic protein 2
CA2: Carbonic anhydrase 2
cCasp-3: Cleaved Caspase-3
CM: Cutaneous melanoma
Ctrl: Control/ wild-type
Cy3: Cyanine 3
CYP: Cytochrome P450
DC: Dendritic cell
EC: Endothelial cell
Emcn: Endomucin
Gd T-cells: Gamma delta T-cells
GLDH: Glutamate dehydrogenase
Glul: Glutamine synthetase
H&E: Hematoxylin and eosin
HRP: Horseradish peroxidase
Icam-1: Intracellular adhesion molecule 1
IF: Immunofluorescence
IHC: Immunohistochemistry
Inflam. Mo: Inflammatory monocytes
KO: Knockout
Lama4: Laminin, alpha 4
LSECs: Liver sinusoidal endothelial cells
LYVE-1: Human lymphatic vessel endothelial hyaluronan receptor-1
Lyve-1: Mouse lymphatic vessel endothelial hyaluronan receptor-1
Lyve-1^−^^/^^−^ / Lyve-1-KO: B6.129S1-*Lyve1*^*tm1Lhua*^/J/global Lyve-1 knockout
n: Number of mice analyzed
n_met_: Number of metastases analyzed
NK cell: Natural killer cell
NK T cell: Natural killer T cell
ns: Not significant
OCT: Cryo embedding matrix
PBS: Phosphate-buffered saline
PFA: Paraformaldehyde
PT: Prothrombin time
RhBg: Rhesus blood group-associated B glycoprotein
sec: Seconds
SEM: Standard error of mean
Stab1: Stabilin-1
Stab2: Stabilin-2
TAMs: Tumor-associated macrophages
TEG: Thromboelastography
T_reg_ cell: Regulatory T cell

# Supplementary material for: Lyve-1 deficiency enhances the hepatic immune microenvironment entailing altered susceptibility to melanoma liver metastasis
**Source:** Cancer Cell Int. 2022 Dec 10;22:398. doi: 10.1186/s12935-022-02800-x

Suppl. Figure 1

A

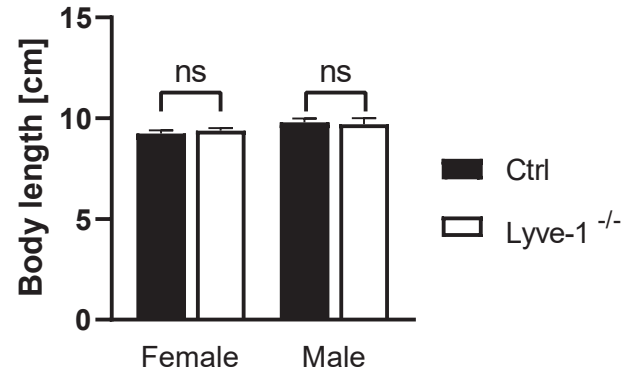

B

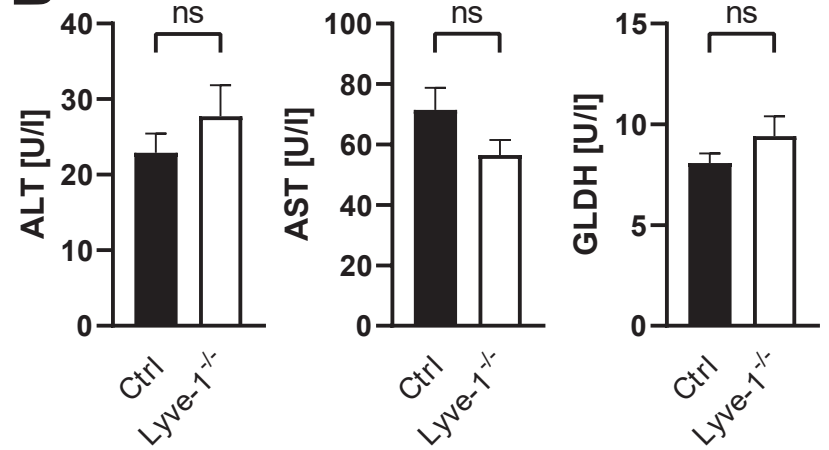

C

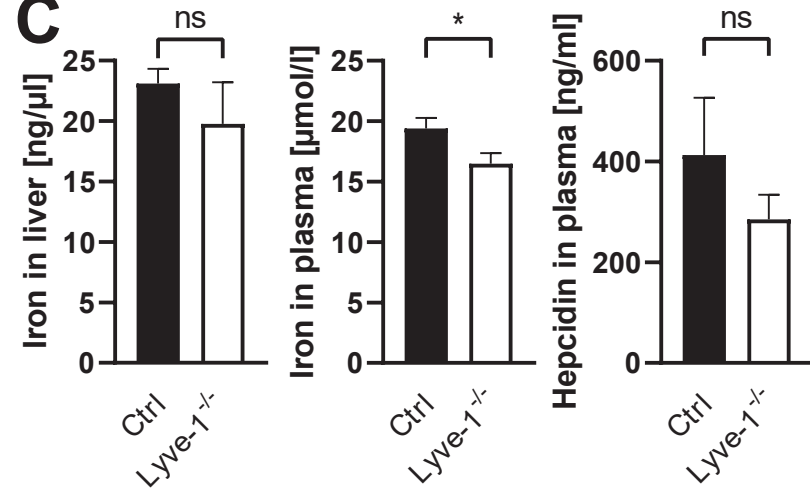

D

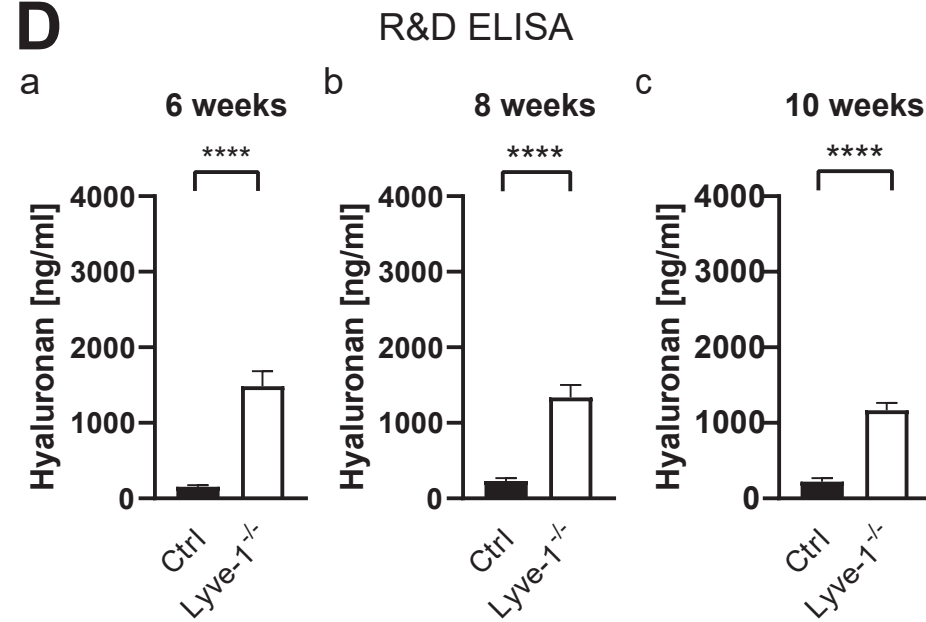

E

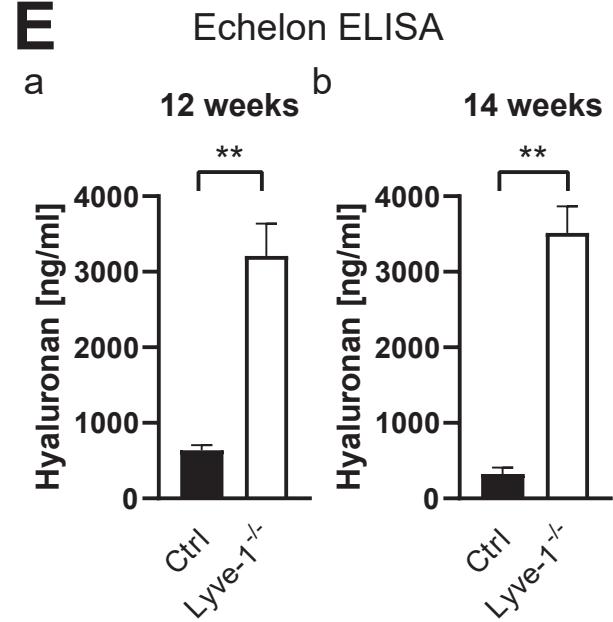

Suppl. Figure 2

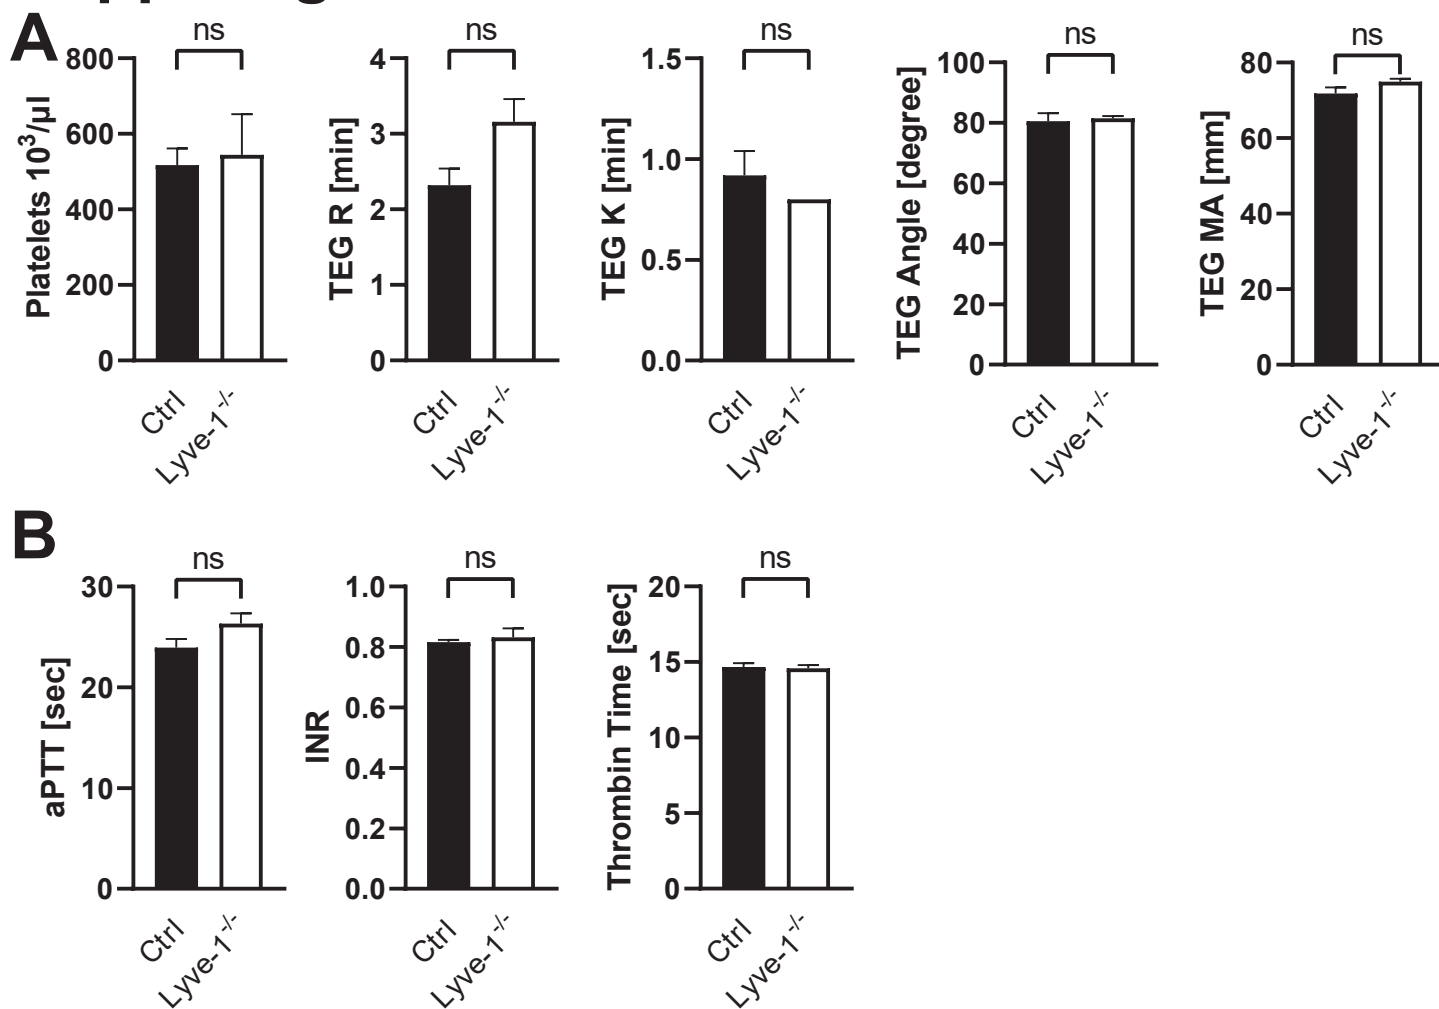

Suppl. Figure 3

A

WT31 intrasplenic

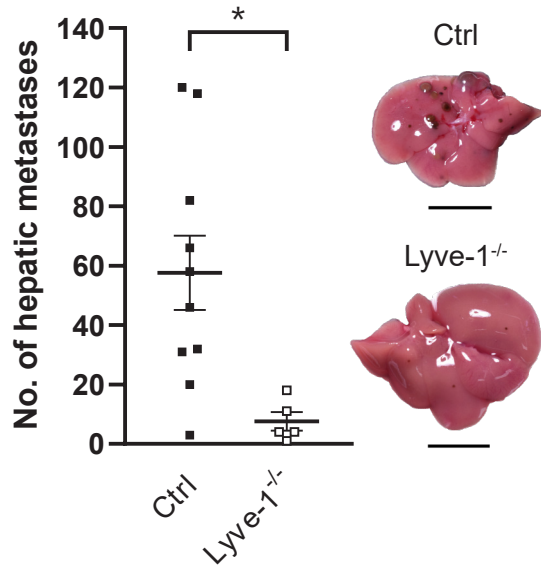

B

WT31 i.v.

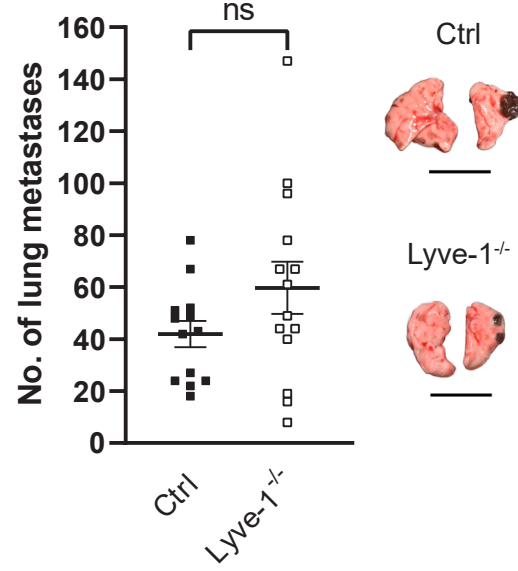

C

MC38

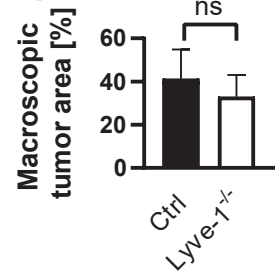

B16F10 *luc2*

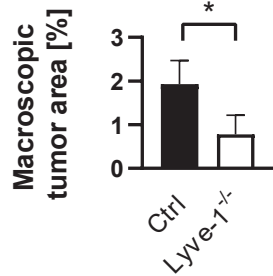

WT31 intrasplenic

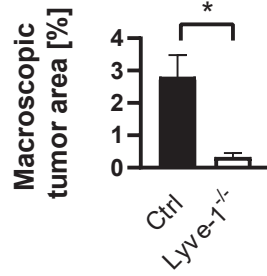

WT31 i.v.

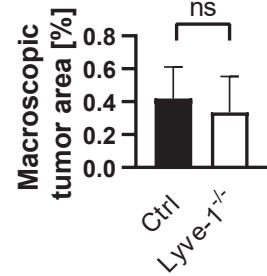

D

MC38

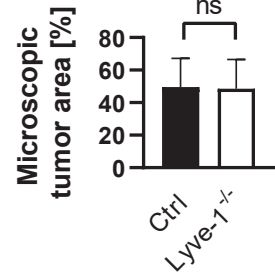

B16F10 *luc2*

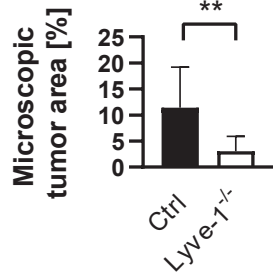

WT31 intrasplenic

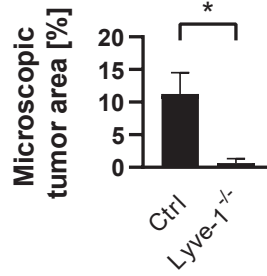

WT31 i.v.

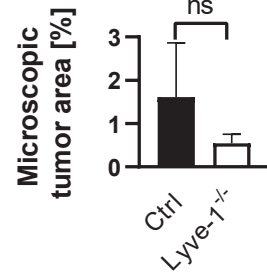

Suppl. Figure 4

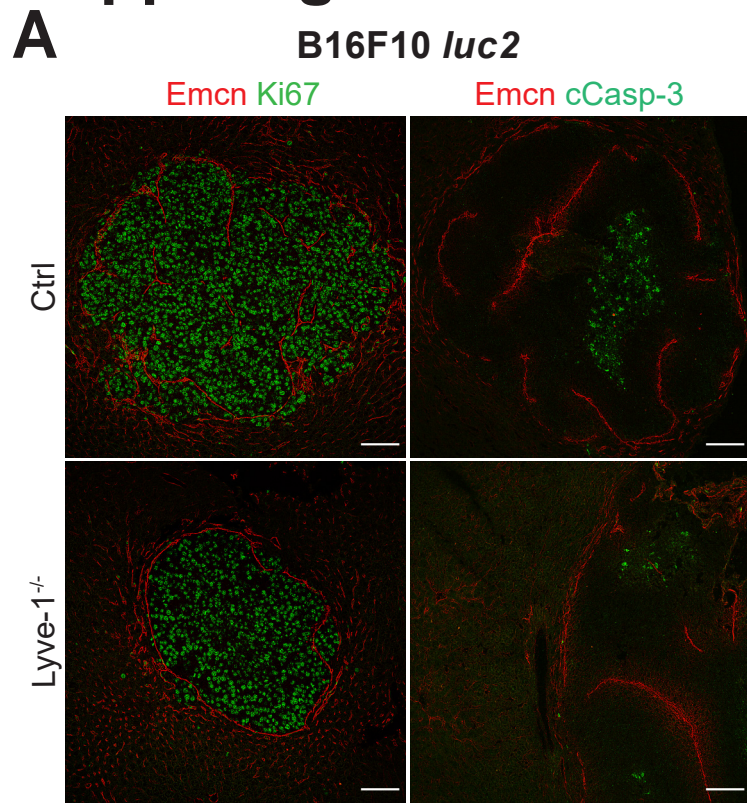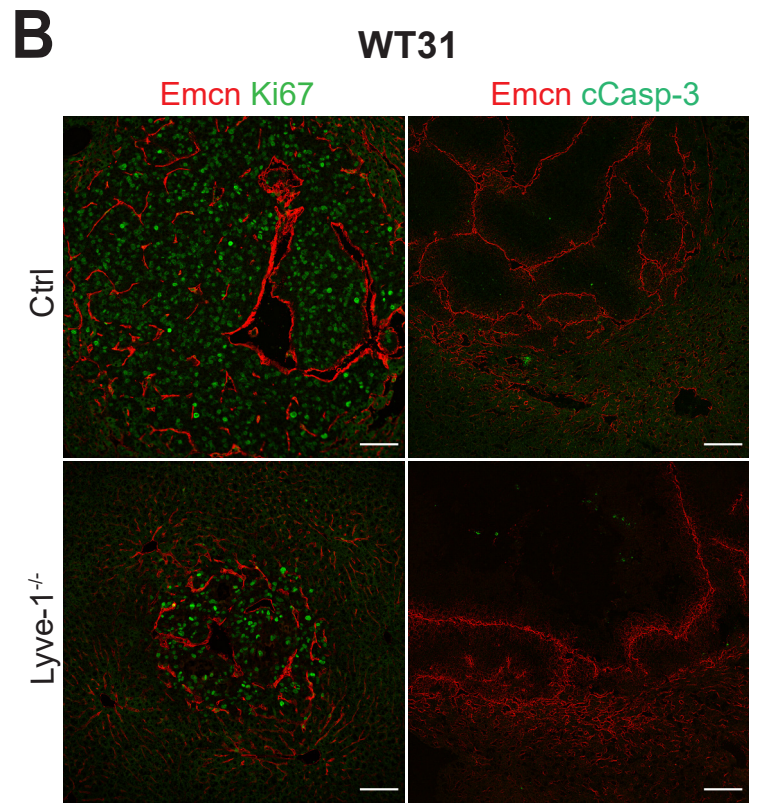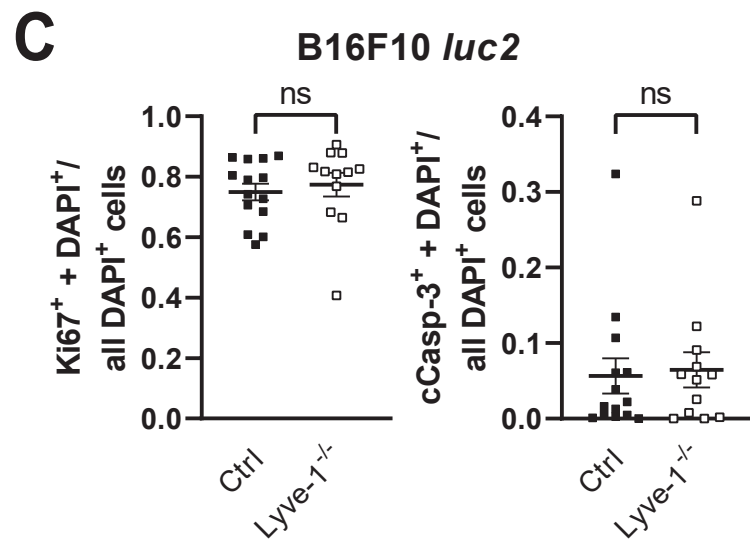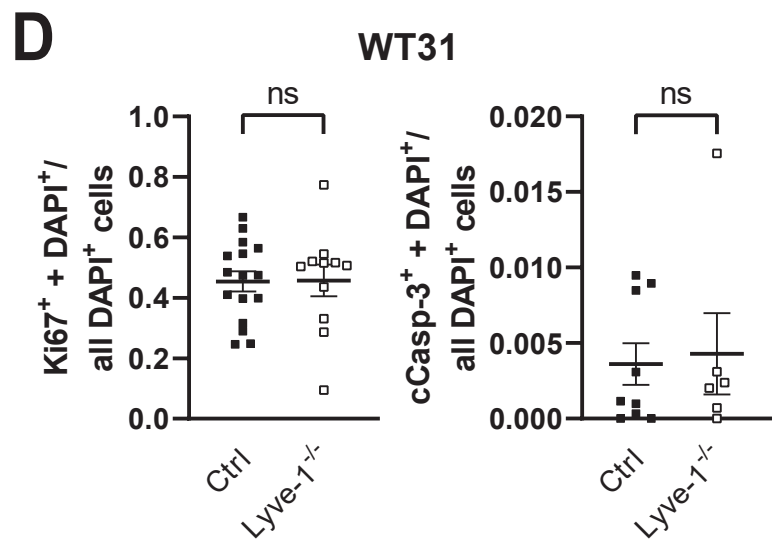

Suppl. Figure 5

A Skin wound

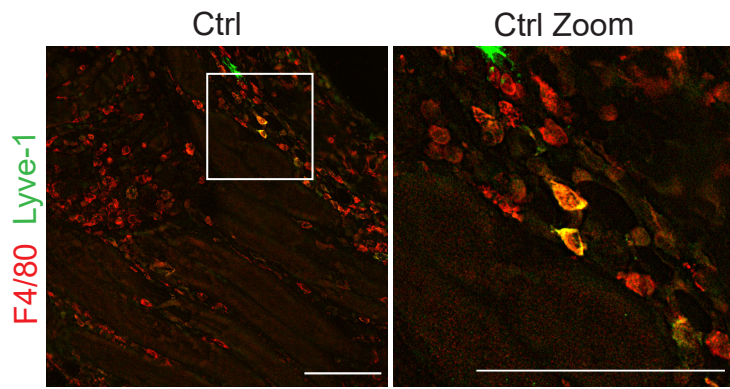

B Tumor-free livers

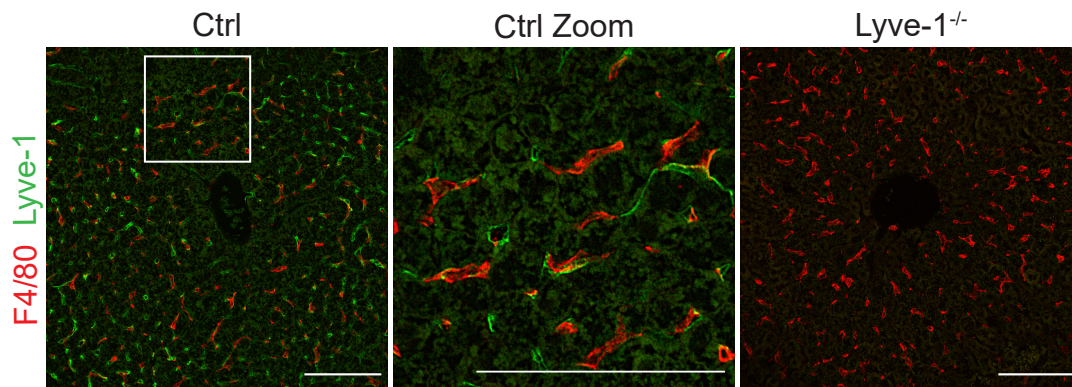

C B16F10 *luc2*

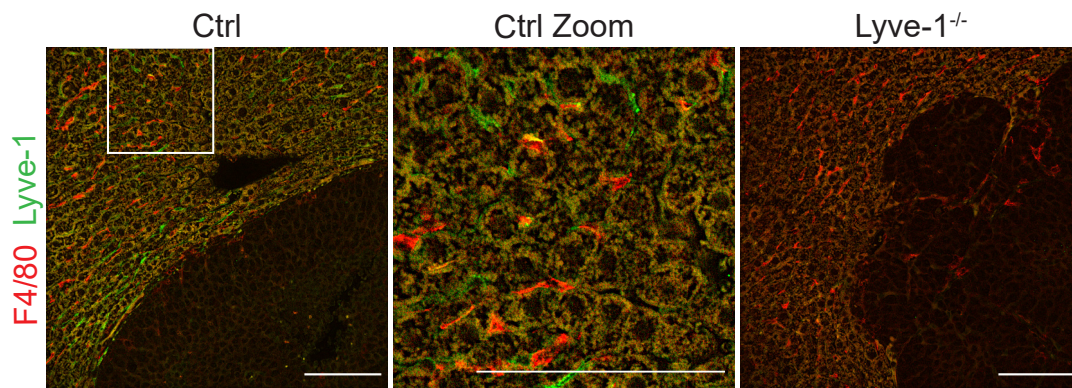

D WT31

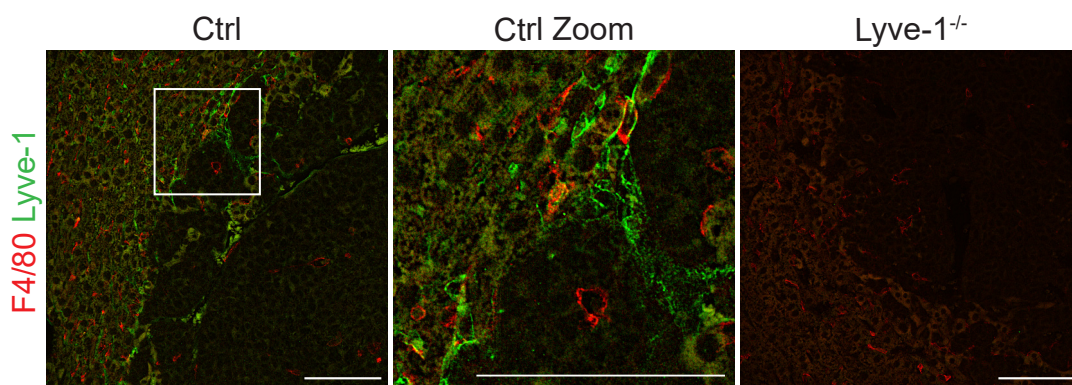

Suppl. Figure 6

A

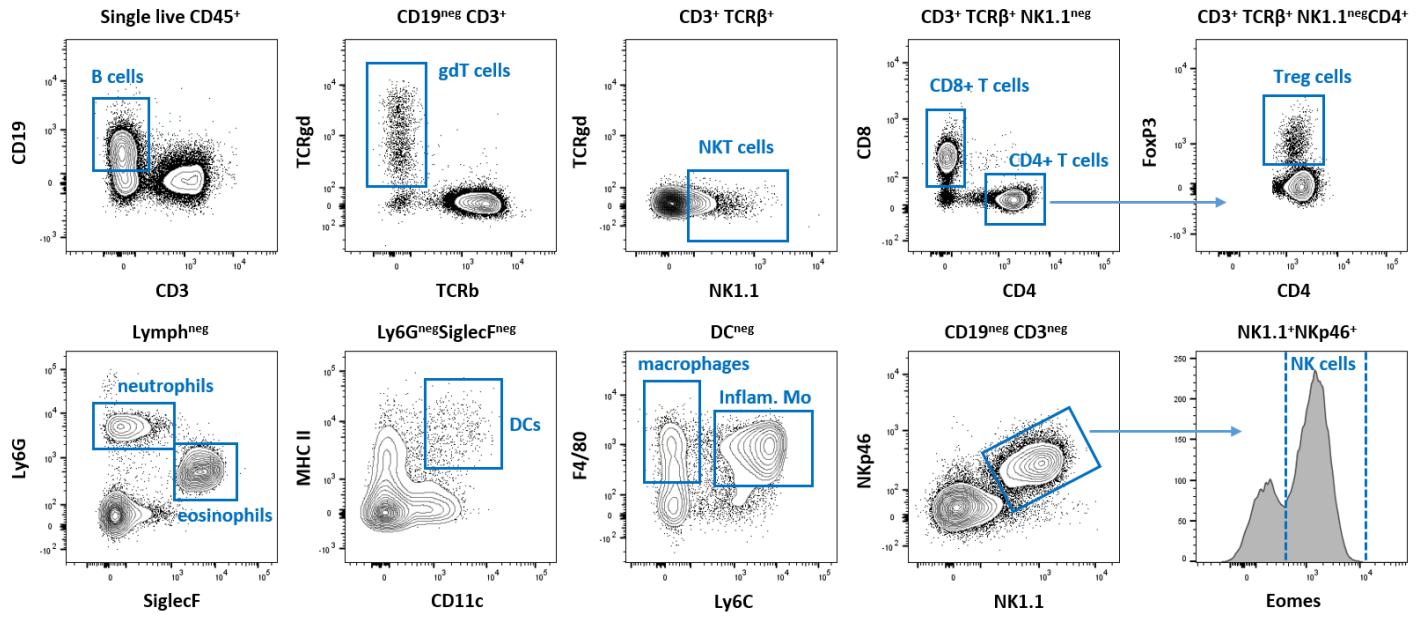

B Tumor-free livers

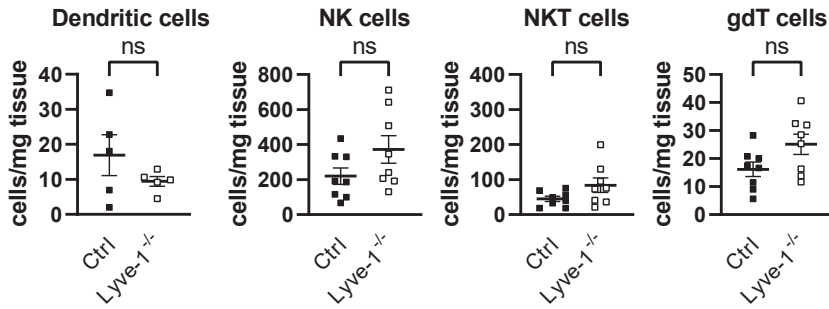

C B16F10 *luc2*

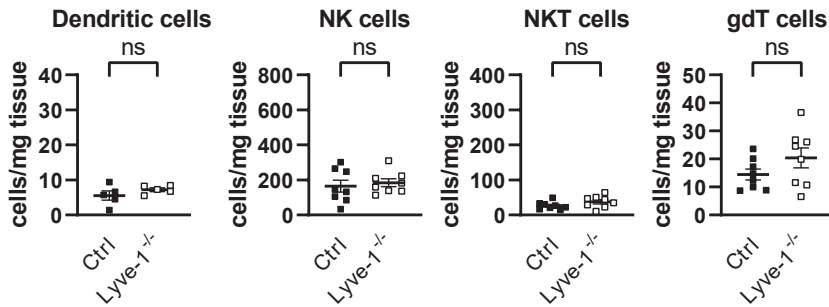

D WT31

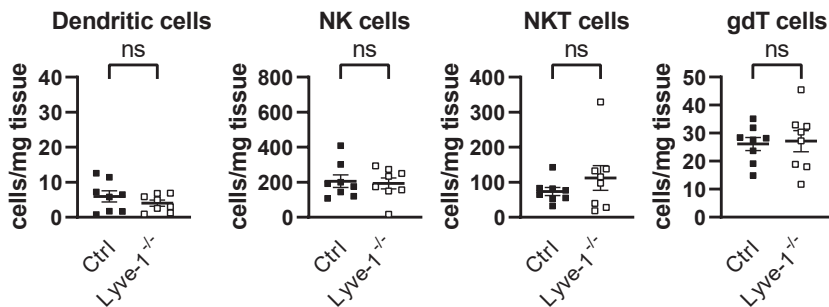

Suppl. Figure 7

A

B16F10 *luc2*

DAPI CD45 Ly6C DAPI CD45 Ly6C Ly6G

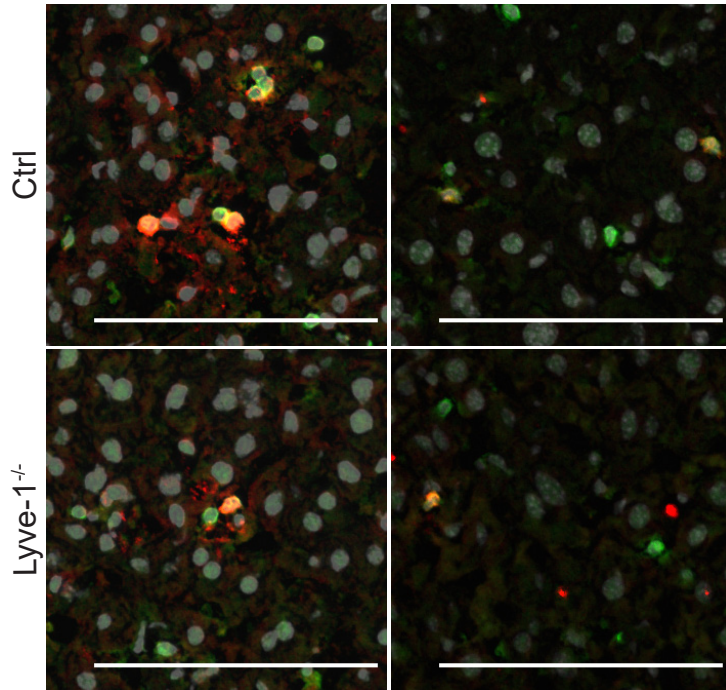

B

WT31

DAPI CD45 Ly6C DAPI CD45 Ly6C Ly6G

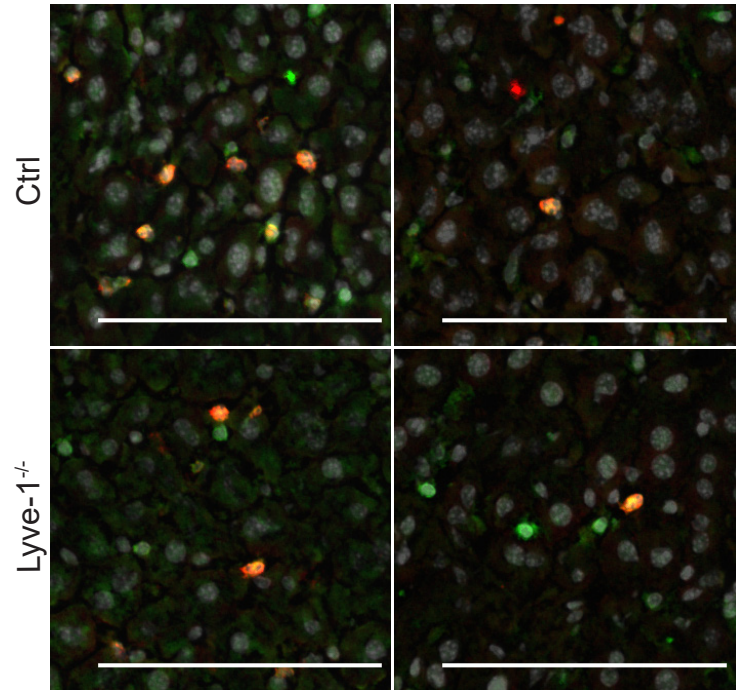

C

B16F10 *luc2*

CD45⁺Ly6C⁺ cells CD45⁺Ly6C⁺Ly6G⁺ cells

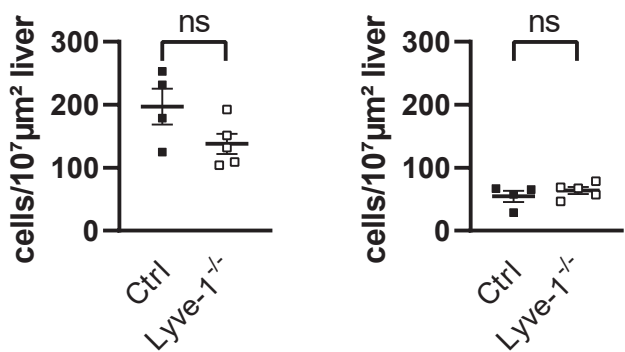

D

WT31

CD45⁺Ly6C⁺ cells CD45⁺Ly6C⁺Ly6G⁺ cells

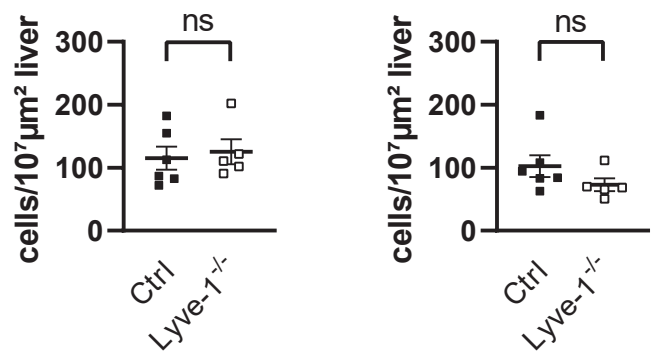

E

B16F10 *luc2*

DAPI CD4 FoxP3

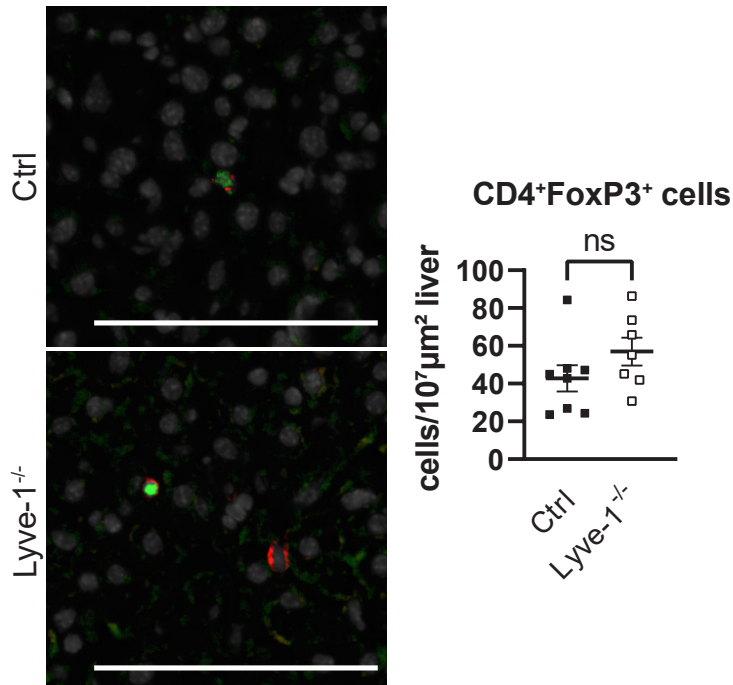

F

WT31

DAPI CD4 FoxP3

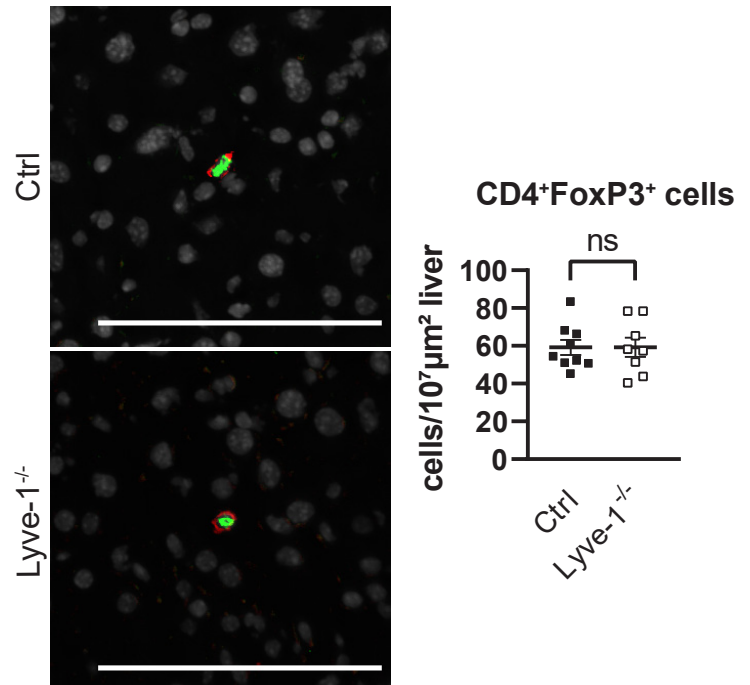

**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. Figure S1. Additional phenotypic characterization of Ctrl and Lyve-1-/- mice. Analysis of the iron homeostasis. Further analyses of hyaluronan levels by different ELISAs and by age. A. Body length (female, P = 0.5438, n = 5-6/group; male, P = 0.7832, n = 5/group) measured of Ctrl and Lyve-1-/- mice. B. Levels of ALT (female, P = 0.3176, n = 8-9/group), AST (female, P = 0.1270, Mann-Whitney U-test, n = 6-7/group), GLDH (female, P = 0.2095, n = 7-9/group) in blood plasma of Ctrl and Lyve-1-/- mice are displayed. C. Iron concentration in liver (female, P = 0.4110, n = 3/group), plasma (female, P = 0.0387, n = 6/group), and Hepcidin concentration in plasma (female, P = 0.3747, n = 6-8/group) of Ctrl and Lyve-1-/- mice. D. Hyaluronan concentration in plasma of Ctrl and Lyve-1-/- mice in the age of a 6 weeks (female, P < 0.0001, n = 6/group), b 8 weeks (female, P < 0.0001, n = 6/group) and c 10 weeks (female, P < 0.0001, n = 6/group) measured with Hyaluronan DuoSet ELISA (DY3614-05, R&D Systems, Minneapolis, MN, USA). E. Hyaluronan concentration in plasma of Ctrl and Lyve-1-/- mice in the age of a 12 weeks (female, P = 0.0022, Mann-Whitney U-test, n = 6/group) and b 14 weeks (female, P = 0.0079, Mann-Whitney U-test, n = 5/group) measured with Hyaluronan Enzyme-Linked Immunosorbent Assay (K-1200, Echelon Biosciences, Salt Lake City, UT, USA). Data information: * P < 0.05; ** P < 0.01; *** P < 0.001; **** P < 0.0001; ns = not significant. Figure S2. Analysis of platelet counts, functions and hemostasis in Ctrl or Lyve-1-/- mice. A. Platelet count (female, P = 0.7831, n = 5-9/group), thromboelastography (TEG) R [min] (male, P = 0.0536, n = 5/group), TEG K [min] (male, P >0.9999, Mann-Whitney U-test, n = 5/group), TEG Angle [degree] (male, P = 0.3413, Mann-Whitney U-test, n = 5/group) and TEG MA [mm] (male, P = 0.1211, n = 5/group) quantified in blood of Ctrl and Lyve-1-/- mice. B. Activated partial thromboplastin time (aPTT) (female,

# Supplementary material for: Lyve-1 deficiency enhances the hepatic immune microenvironment entailing altered susceptibility to melanoma liver metastasis
**Source:** Cancer Cell Int. 2022 Dec 10;22:398. doi: 10.1186/s12935-022-02800-x
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Methods.

**ADDITIONAL METHODS**

**Analysis of blood parameters**Blood samples were taken after anesthesia with Isofluran from the retrobulbar venous plexus as final blood withdrawal in lithium heparin tubes (Microvette 500 Lithium-Heparin, 20.1345, Sarstedt, Nümbrecht, Germany). For plasma samples, blood was separated (centrifugation at 7000 x g for 7 minutes). EDTA tubes (Microvette APT 200 K3EDTA, 20.1288, Sarstedt, Nümbrecht, Germany) were utilized for platelet count and citrate tubes (Micro Tubes with attached PE push cap closure, 41.1506.002, Sarstedt, Nümbrecht, Germany) for coagulation parameters and platelet function.

**Measurement of hepatic parameters, hepcidin and hyaluronan in plasma**

Alanine transaminase (ALT), aspartate transaminase (AST) and glutamate dehydrogenase (GLDH) in plasma was determined by a Cobas C 311 (Roche Diagnostics, Rotkreuz, Switzerland) according to the manufacturer’s protocol. For measuring hepcidin levels in plasma the Hepcidin Murine-Compete ELISA Kit (HMC-001, Intrinsic LifeSciences, La Jolla, CA, USA) was used according to the manufacturer’s recommendations using an Infinite m200 pro plate reader (Tecan Group, Männedorf, Switzerland). For the measurement of hyaluronan concentration in plasma, the Hyaluronan DuoSet ELISA (DY3614-05, R&D Systems, Minneapolis, MN, USA) and Hyaluronan Enzyme-Linked Immunosorbent Assay (K-1200, Echelon Biosciences, Salt Lake City, UT, USA) were used according to the manufacturers’ instructions with the help of Infinite m200 pro plate reader (Tecan Group, Männedorf, Switzerland).

**Measurement of platelet count, iron, coagulation parameters and platelet function in blood and plasma**

All analyses were performed in accredited laboratories under DIN ISO EN 15189 conditions. Platelet count was determined using EDTA whole blood on the Hematology Analyzer XN-10 (Sysmex K.K., Kōbe, Japan). Iron determinations were conducted using a fully automated colorimetric ferrozine-based assay on the Siemens Vista Dimension 1500 (Siemens, Eschborn, Germany) platform from mouse plasma. The manufacturer states a limit of quantification of 0.4 μmol/L and an analytical measuring range of 0.4 - 179.0 µmol/L. Plasmatic coagulation measurements were performed from citrate plasma on a CS 5100 (Sysmex K.K., Kōbe, Japan) device. To be able to work with small sample volumes, the supernatants were transferred to Hitachi Cups and the micro method of the instrument was used. Activated partial thromboplastin time was determined with the coagulometric assay using Dade® Actin® FS activator. For the determination of PT and thrombin time, Dade® Innovin® and Thromboclotin® (all: Siemens Healthineers AG, Erlangen, Germany) were used receptively. Thromboelastography (TEG) as a surrogate parameter for platelet function was conducted using TEG 5000 analyzer (Haemonetics, Boston, MA, USA). Whole citrate blood samples were activated with CaCl2 and Kaolin (Haemonetics, 07-004, Boston, MA, USA). The assay was performed for at least 30 minutes. All assays were applied as stated by the respective manufacturers without further modification or validation.

**Plasma proteomics**

**Plasma proteomics protein digestion**

Plasma samples were lysed in 4% SDS and reduced (TCEP, 10 mM) and alkylated (CAA, 20 mM) for 60 min at 45°C and digested using the SP3 digestion technique ^1^ using a one to one mixture of two different magnet beads (Sera-Mag(TM) Magnetic Carboxylate Modified Particles (Hydrophobic) #GE44152105050250, Sera-Mag(TM) Magnetic Carboxylate Modified Particles (Hydrophylic) #GE24152105050250). 3 µL of washed bead mixture (3 x PBS wash) was added to 20 µg of protein lysate and acetonitrile was added to a final concentration of 50%. The lysate was incubated for 8 min on a magnet and the liquid was removed. Proteins bound to the beads, were washed twice with 160 µL acetonitrile using the CyBio Flex liquid handler system (Analytic Jena, Germany). Beads were dried for 5 minutes and 20 µL of a digestion solution containing 0.1 µg Trypsin (Sigma-Aldrich, USA) and 0.1 µg Lys-C (Wako) in 20 mM HEPES pH=8.5 was added for overnight incubation at 37°C. The solution was incubated for 5 min in an ultrasonic batch to dissolve beads. Peptides were cleaned-up by 2 wash steps using 200 µL acetonitrile. Beads were incubated in 2% freshly prepared DMSO (Sigma-Aldrich, USA) and dried to complete dryness in a speed vac concentrator (Eppendorf, Germany) and further processed using the StageTip technique ^2^. Prior to LC-MS/MS measurements, peptides were re-suspended in 10 µL 2% acetonitrile and 2% formic acid.

**Liquid chromatography and mass spectrometry**

LC–MS/MS instrumentation consisted out of an Easy nLC-1200 (Thermo Fisher Scientific, USA) coupled via a nanospray-ionization source to a Exploris 480 (Thermo Fisher Scientific, USA) mass spectrometer. A binary buffer system consisting out of solvent A and B (buffer A: 0.1% formic acid and buffer B: 0.1% formic acid in 80% acetonitrile) was utilized for peptide separation. The in-house packed column length was 40 cm (ID = 75 µm). The column was filled with PoroShell C18 2.7-µm (Agilent Technologies, USA) beads and a column oven controlled the temperate at 50 °C (PRSO-V2, Sonation). The buffer B percentage was linearly raised from 5% to 27% within 69 min and further increased to 65% within 10 min. Buffer B content was then increased to 95% within 6 min. The column was washed at 95% B for 10 min. The total method time was 95 min per samples but the acquisition stopped after 90 min followed by 5 min column washing at 95% B. All samples were measured in random order. The mass spectrometer operated in data independent acquisition mode. MS1 spectra were acquired at a resolution of 120,000 and an AGC target of 1 × 106. In total, 48 DIA windows were acquired at an isolation m/z range of 15 Th and the isolation windows overlapped by 2 Th, covering a mass range from 320 to 1040 m/z. Resolution of MS2 spectra was set to 15,000 at 200 m/z using a maximal injection time of 22 ms and stepped normalized collision energies (NCE) of 26, 28, 30. The samples were measured using the FAIMS interface at compensation value of -50 using the following temperature settings to decrease the FAIMS resolution: Inner electrode temperature: 99.5°C. and the outer electrode temperature was set to 85°C. The FAIMS gas was set to 0 L/min (off).

**Proteomics data analysis and data processing**

Raw files were acquired using DIA (Data independent acquisition) mode. We utilized DIA-NN version 1.8 ^3^. First a library was generated using plasma proteomic samples acquired raw files using the Mus Musculus Uniport (downloaded december 2020) reference proteome fasta file (available within the PRIDE repository). The options ‘Fasta digest for library-free search / library generation’ and ‘Deep learning-based spectra, RTs and IMs prediction’ were enabled. A single miss cleavage was allowed and N-term M excision and carbamidomethylation at cysteine residues were enabled as fixed modification. ‘Mass accuracy’, ‘MS1 accuracy’, and ‘Scan window’ options were set to 0 (automatic interference). The neuronal network classifier was to ‘Double-pass mode’. The Precursor m/z range was defined to 300 – 1200. Further settings were ‘Protein interence’ = Isoform IDs and the quantification strategy was set to ‘Robust LC (high accuracy)’. The generated library containing 5216 potentially precursors was then used to re-analyze the project specific raw files. Quantities matrices were exported and the protein group specific output was used in the downstream analysis. To identify significantly different proteins, a two-sided t-test was applied using log2 transformed MaxLFQ intensities calculated within the DIA-NN software. The FDR was controlled to 5% using a permutation-based approach in the Perseus software ^4^. Results were visualized using the Instant Clue software ^5^.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE ^6^ partner repository with the dataset identifier PXD032717.

**Tissue dissection, cryopreservation and paraffin embedding**

After anesthetizing the mice in Isofluran CP (21311, WDT, Garbsen, Germany), mice were sacrificed by cervical dislocation. For validation of the genotype a part of the tail was cut. Organs were excised, put either first into OCT (Sakura Finetek Europe B.V. KvK, Alphen aan den Rijn, Netherlands) or were directly shock frozen in liquid nitrogen. Furthermore, tissue was placed in 4% formaldehyde solution (P087, Carl Roth, Karlsruhe, Germany) for at least 24 hours. Tissue in formaldehyde solution was then embedded in paraffin according to standard protocols.

For flow cytometry, livers were first perfused with Dulbecco’s Phosphate Buffered Saline (14190094, Thermo Fisher Scientific, Waltham, MA, USA) via the portal vein. Then the livers were put into tubes (227261, Greiner Bio One, Kremsmünster, Austria) filled with DMEM Medium (61965059, Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) and bedded on ice.

**Histology, immunofluorescence and immunohistochemistry**

Paraffin embedded tissue was cut into 3 µm thick sections. Then routine stainings H&E, Prussian blue and Sirius red were performed according to standard protocols of the manufacturer.
Immunofluorescence stainings were either performed on paraffin embedded tissue or on cryoconserved tissue. After cutting of paraffin embedded tissue into 3 µm thick slides, the tissue was deparaffinized and rehydrated according to standard protocols. Antigen retrieval was performed by using HIER citrate buffer pH 6.0 (ZUC028-500, Zytomed Sytems, Berlin, Germany) or HIER EDTA Buffer pH 8.0 (ZUC040-500, Zytomed Sytems, Berlin, Germany) or HIER T-EDTA Buffer pH 9.0 (ZUC029-500, Zytomed Sytems, Berlin, Germany) for either 30 or 45 minutes at 95°C. Cryoconserved tissue was cut into 8 µm thick slices and was air dried. For fixation 4% paraformaldehyde (PFA) (0335, Carl Roth, Germany) was put on the tissue for ten minutes. Afterwards PBS with 5% normal donkey serum (017-000-121, Dianova, Hamburg, Germany) was placed on the tissue for blocking for 30 minutes.
The primary antibody, either diluted in purchased Dako antibody diluent (S202230-2, Agilent Technologies, Santa Clara, USA) or diluted in self-produced antibody diluent (PBS substituted with normal donkey serum), was put on the tissue at 4 °C over night. Following three washing steps, the secondary antibody was applied for one hour at room temperature. Dako fluorescent mounting medium (S302380-2, Dako, Agilent technologies, Santa Clara, CA, USA) was used to mount the sections.
Immunohistological stainings was performed on paraffin embedded tissue after deparaffinization, rehydration and antigen retrieval by first blocking the tissue with Dako peroxidase solution (S2023, Dako, Agilent Technologies, Santa Clara, USA). The primary antibody diluted in Dako antibody diluent was incubated at 4°C over night. After three washing steps, the secondary antibody conjugated with horseradish peroxidase (HRP) was applied for one hour at room temperature. After adding Dako AEC substrate chromogen (K3464, Dako, Agilent Technologies, Santa Clara, CA, USA) for 10 minutes, an adapted Prussian blue staining was conducted in 1% [hydrochloric](https://dict.leo.org/englisch-deutsch/hydrochloric) [acid](https://dict.leo.org/englisch-deutsch/acid) (Dr. K. Hollborn & Söhne, EG-Nr. 231-595-7, Ch.-B.0419, Leipzig, Germany) mixed with 2% kalium ferrocyanide solution (Dr. K. Hollborn & Söhne, EG-Nr. 237-722-2, Ch.-B.0419, Leipzig, Germany). Then the slides were put into Mayer’s hemalum solution (1.09249.2500, Merck, Darmstadt, Germany) for counterstaining. Dako aqueous mounting medium (S3025, Dako, Agilent Technologies, Santa Clara, CA, USA) was used for mounting the slices.

**Antibodies**

**Primary antibodies:** Rabbit anti-Lyve-1 (103-PA50S, ReliaTech, Wolfenbüttel, Germany), goat anti-Lyve-1 (AF2125, R&D Systems, Minneapolis, MN, USA), rat anti-Endomucin (14-5851-82, Thermo Fisher Scientific, Waltham, MA, USA), rat anti-F4/80 (123102, BioLegend, San Diego, CA, USA), rat anti-CD31 (DIA-310, Dianova, Hamburg, Germany), goat anti-CD32/CD16 (AF1460, R&D Systems, Minneapolis, MN, USA), rabbit anti-Stabilin-2 peptide 15 antibody^36^, rabbit anti-Glutamine Synthetase (G2781, Sigma-Aldrich, St. Louis, MO, USA), rabbit anti-Arginase 1 (3668S, Cell Signaling Technology, Danvers, MA, USA), rabbit anti-Icam-1 (10020-1-AP, Proteintech, Rosemont, IL, USA), goat anti-Lama4 (AF3837, R&D Systems, Minneapolis, MN, USA), rabbit anti-Desmin (ab32362, Abcam, Cambridge, UK), goat anti-RhBg (PA5-19369, Thermo Fisher Scientific, Waltham, MA, USA), rabbit anti-β-catenin (ab32572, Abcam, Cambridge, UK), rabbit anti-CYP2E1 (AB1252, Sigma-Aldrich, St. Louis, MO, USA), rabbit anti-Cleaved Caspase-3 (9661, Cell Signaling Technology, Danvers, MA, USA), rabbit anti-Ki67 (ab16667, Abcam, Cambridge, UK), rabbit anti-GAPDH (2118S, Cell Signaling Technology, Danvers, MA, USA), rat anti-CD4 (100402, BioLegend, San Diego, CA, USA), rabbit anti-FoxP3 (ab215206, Abcam, Cambridge, UK), rabbit anti-CD45 (ab10558, Abcam, Cambridge, UK), rat anti-Ly6C (ab15627, Abcam, Cambridge, UK) and rat anti-Ly6C and anti-Ly6G (ab25377, Abcam, Cambridge, UK).

**Secondary antibodies:** Cy3-AffiniPure Donkey Anti-Rat IgG (712-165-153, Dianova, Hamburg, Germany), Cy3-AffiniPure Donkey Anti-Rabbit IgG (711-165-152, Dianova, Hamburg, Germany), Cy3-AffiniPure Donkey Anti-Goat IgG (705-165- 147, Dianova, Hamburg, Germany), Alexa Fluor 647-AffiniPure Donkey Anti-Rat IgG (712-605-153, Dianova, Hamburg, Germany), Alexa Fluor 488- AffiniPure Donkey Anti-Rabbit IgG (711-545- 152, Dianova, Hamburg, Germany) were used for immunofluorescence. HRP-conjugated Goat Anti-Rat IgG (AP136P, Sigma-Aldrich, St. Louis, MO, USA) was used for immunohistochemistry. For immunoblot the Donkey anti-Rabbit IgG, HRP Conjugated (NA934, Merck, Darmstadt, Germany) and Donkey Anti-Goat IgG Antibody, HRP conjugate (A16005, ThermoFisher Scientific, Waltham, MA, USA) were utilized.

**Image acquisition and processing**

To capture images of routine, immunohistochemistry and immunofluorescence stainings an Eclipse Ni-E motorized upright microscope with CFI Plan Apochromat Lambda series objective lenses (10x, 20x, 40x, 60x) was utilized. The microscope is equipped with an Intensilight Epifluorescence Illuminator. A DS-Ri2 high-definition color camera was used to acquire images of routine and immunohistochemistry stainings. To capture immunofluorescence stainings a DS-Qi2 high-definition monochrome camera was applied. NIS-Elements AR 5.02 software (Nikon Instruments, Tokyo, Japan) was used. The images were processed by NIS-Elements AR 5.02 by applying background reduction, deconvolution and focusing. Fiji ImageJ 2.0.0-rc-68/1.53d software was used for image optimization.

To quantify the expression of Lyve-1 and Emcn we applied Fiji ImageJ 2.0.0-rc-68/1.53d software and assessed the area of immunofluorescence signal in the image with reference to the whole area of the image. Five independently chosen pictures were analyzed per mouse and the mean value of the area in percent was calculated. For co-localization analysis of proliferation marker such as Ki67 and apoptosis marker such as cleaved Caspase-3 (cCasp-3) with DAPI the NIS-Elements 5.02 software was used.

Prussian blue stainings were as well acquired with a PANNORAMIC 250 Slide Scanner (3DHISTECH Ltd., Budapest, Hungary) using a 20x objective. Pannoramic Viewer software (3DHISTECH Ltd., Budapest, Hungary) was used. For quantification of iron dots on Prussian blue stainings, five representative areas were chosen in the 20x magnification and the iron dots were counted by sight. A plausibility check was performed optically for each quantification.

Besides, immunofluorescence stainings of CD45+Ly6C, CD45+Ly6C+Ly6G, CD4+Foxp3 as well as H&E stainings were scanned with an automated slide scanner Axio Scan.Z1 (Zeiss, Jena, Germany). Whole liver sections were analyzed by Imaris 9.9 (Oxford Instruments, Oxon UK). Briefly, the whole liver tissue was analyzed as DAPI positive area by calculating a surface. Then the metastatic area was marked manually. Double-positive immune cells were detected by a threshold-based spot calculation. Thresholds were set for two immune cell markers and the DAPI signal. The number of positive spots was counted in the peritumoral liver tissue and normalized to the peritumoral liver area.

Moreover, Fiji ImageJ 2.0.0-rc-68/1.53d software was applied to analyze the microscopic tumor area in H&E stainings. Both the metastatic areas and the total liver area of one section were marked manually. The metastatic areas were summed up as total metastatic area and set in relation to the total liver area.

Macroscopic tumor area was quantified by measuring the total metastatic and hepatic area in photographs of livers (front and back surface) with Fiji ImageJ and calculating the percentage of the respective areas.

**Immunoblot**

RIPA lysis and extraction buffer (R0278, Sigma-Aldrich, St. Louis, MO, USA), and protease inhibitor cocktail (cOmplete, 11836170001, Roche, Merck, Darmstadt, Germany) was used for homogenization of liver samples in a Precellys Evolution tissue homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). For determination of the total protein, the homogenized liver was centrifuged and the supernatant was measured with DC Protein Assay (5000112, Bio-Rad Laboratories, Hercules, CA, USA). Before running electrophoresis 2x Laemmli buffer (1610737, Bio-Rad Laboratories) substituted with 5% β-mercaptoethanol (M3148-100ML, Sigma-Aldrich, St. Louis, MO, USA) was added to the samples and the mix was boiled. For electrophoresis a 4–20 % polyacrylamide gel (Mini-PROTEAN® TGX Stain-Free™ Protein Gels, 4568093, BioRad, Hercules, CA, USA) was used, here 100 µg of protein was inserted into the wells. With the help of a Trans-Blot Turbo Transfer System (1704150, Bio-Rad Laboratories, Hercules, CA, USA) the transfer of protein samples to a PVDF membrane (1620177, BioRad, Hercules, CA, USA) was performed in a semi-dry electrophoretic transfer. Blocking was conducted with 5% skim milk/PBS for 30 minutes. Then the membranes were incubated with the Lyve-1 primary antibody for 24 hours at 4°C. After three washing steps with PBS with 0,1 % Tween (P7949, Sigma-Aldrich, St. Louis, MO, USA), the corresponding secondary HRP-conjugated-antibody was incubated for one hour at room temperature. After incubating the membrane in Immobilon Forte Western HRP substrate (WBLUF0500, Merck, Millipore, Darmstadt, Germany), Azure Imager c400 (Azure Biosystems, Dublin, CA, USA) was used for detecting chemiluminescence signals of respective proteins and standard. After that the whole process was repeated with the GAPDH primary and respective secondary HRP-conjugated antibody.

**References:**

1. Hughes CS, Moggridge S, Müller T, et al. Single-pot, solid-phase-enhanced sample preparation for proteomics experiments. *Nat Protoc*. 01 2019;14(1):68-85. doi:10.1038/s41596-018-0082-x

2. Rappsilber J, Mann M, Ishihama Y. Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. *Nat Protoc*. 2007;2(8):1896-906. doi:10.1038/nprot.2007.261

3. Demichev V, Messner CB, Vernardis SI, Lilley KS, Ralser M. DIA-NN: neural networks and interference correction enable deep proteome coverage in high throughput. *Nat Methods*. 01 2020;17(1):41-44. doi:10.1038/s41592-019-0638-x

4. Tyanova S, Temu T, Sinitcyn P, et al. The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat Methods*. 09 2016;13(9):731-40. doi:10.1038/nmeth.3901

5. Nolte H, MacVicar TD, Tellkamp F, Krüger M. Instant Clue: A Software Suite for Interactive Data Visualization and Analysis. *Sci Rep*. 08 23 2018;8(1):12648. doi:10.1038/s41598-018-31154-6

6. Perez-Riverol Y, Csordas A, Bai J, et al. The PRIDE database and related tools and resources in 2019: improving support for quantification data. *Nucleic acids research*. Jan 8 2019;47(D1):D442-d450. doi:10.1093/nar/gky1106

# Supplementary material for: Lyve-1 deficiency enhances the hepatic immune microenvironment entailing altered susceptibility to melanoma liver metastasis
**Source:** Cancer Cell Int. 2022 Dec 10;22:398. doi: 10.1186/s12935-022-02800-x
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Tables. Table S1. Primer sequences for genotyping.

**ADDITIONAL TABLES**

**Table S1 Primer sequences for genotyping**

| **Primers for genotyping** | **Sequence** |
| --- | --- |
| LYVE1_KO_CM3145F (Forward) | AGCTGGGAACAAAGCTGGAAGCAA |
| LYVE1_KO_WT3513R (Reverse) | TTCCCACACCTGGGGTTTGAGAA |
| LYVE1_KO_KO6956R (Reverse) | ACTAGGGCTCACAACCCTCTTTA |

How the deposited data were processed for this re-analysis (not part of the article)

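Gene expression was measured in LSECs isolated from livers of Lyve-1-KO and Ctrl mice, with 3 pools per group, cells of 3 mice per pool and 1 Affymetrix MoGene-2_0-st array per pool. The authors grouped the probes by Entrez gene with a custom chip definition and normalized the raw intensities by quantiles, and the values as deposited are log2 expression levels, 1 per gene and array. RMA is named in the submitters' processing notes without a version. The sorted values of the 6 arrays are identical, with a median of 5.04 and values from 2.92 to 13.87, so each array has the same distribution. Correlations between arrays were 0.993 to 0.996 within the groups and 0.991 to 0.996 between them. The values cover 24479 genes, of which 23281 carry 1 symbol in the probe annotation. The other 1198 are unnamed here, and 125 of the symbols are not in the reference annotation. No depth applies to arrays, and the precision is limited by 3 arrays per group.

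The groups were compared gene by gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), without a filter, with Benjamini-Hochberg adjustment over the 24479 genes and a threshold of 0.05. The methods of the paper name another test per gene with a correction of the false discovery rate at the same threshold, and that test was run as an alternative under the name of the methods' test. Single values and mean marker levels were also compared by an exact two-sided permutation test, whose smallest p with 3 arrays against 3 is 0.1. Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the lists. The HALLMARK lists of the paper are not used here. Instead 34 lists were written from general knowledge before the data were examined, after the themes of Fig. 2C and of the text, together with the tests, the alternatives and the rule for named genes, except those that other parts name as chosen later. Of these, 33 had at least 3 measured members and were tested, with Lyve1 left out of every list, and the strain gene Nnt was read as a single gene. The lists cover Myc targets, TNF-α/NF-κB targets, interferon-α and interferon-γ responses, oxidative phosphorylation, peroxisome, bile acid metabolism, fatty acid metabolism, adipogenesis and the p53 pathway. They also cover LSEC, continuous endothelial, pericentral and periportal markers, angiocrine factors, hyaluronan turnover, iron handling, leukocyte adhesion, immediate early and heat shock genes, proliferation, sex-linked genes and markers of other cell types. Those cell types are hepatocytes, macrophages, monocytes and dendritic cells, T, NK and B cells, neutrophils and eosinophils, stellate cells, cholangiocytes, lymphatic endothelium, erythroid cells and platelets. The 644 mouse Reactome pathways of the fgsea 1.28.0 package with 15 to 500 measured genes were tested in the same way.

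The genes named in the text are those the paper names, Wnt2, Wnt9b and Rspo3 for its Wnt signaling, those past the threshold, and the genes with the smallest unadjusted p whose groups do not overlap, up to 10 in each direction. In each list described, up to 4 members with the smallest unadjusted p and, for markers of other cell types, the 4 with the highest level were eligible. The values in the figures of the paper had been seen when this rule was written.

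The labels number the pools 1 to 3 in each group, and neither the labels nor the paper's text says that the numbers pair the pools. After the group means were removed, the deviations of pools with the same number correlated across genes at 0.206, 0.134 and 0.124, against -0.218 to 0.0432 for pools with different numbers. All 3 lie above the values for different numbers, so the numbers may pair the pools. The deviations within a group sum to 0 for each gene, so these correlations depend on each other and do not establish the pairing. The comparison without a block, set in advance, is reported, and the value with the replicate number as a block stands beside it where it changes a call.

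The alternatives were the replicate block, a repeated quantile normalization, centring on the median, a filter that keeps genes at or above the 40th percentile of the mean level, and eBayes with trend and robust variance. Further alternatives were array quality weights, leaving out each array in turn, the methods' test, camera with an estimated correlation, the rotation test fry, changed list membership, fgsea, and distances of 5 and 20 Mb in place of 10 Mb around Lyve1. Where leaving out an array leaves 2 in a group, limma pools the spread over both groups. On simulated arrays of the same size limma called 34.3%, 74.6% and 95.5% of log2 changes of 0.5, 1 and 2, and 7 of 24279 genes without a change. With the block these shares were 1.49%, 53.7% and 89.4%, and with the methods' test 17.9%, 44.8% and 83.3%. In a simulated shift of 0.15 in 116 genes of 1 list, camera called that list and no other of the 33, with the preset and with the estimated correlation. The simulated genes varied independently of each other and without an effect of the replicate number. The simulation therefore cannot tell how often the preset correlation calls lists whose genes vary together, nor weigh the block fairly.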

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

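The test on stress genes outside the TNF-α/NF-κB list was chosen after the result was seen, while the test without Ctrl replicate 1 was set beforehand. Directions are given for the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower. The results of this part are array signals in genes, pathways and marker lists outside the lists written after Fig. 2C. The paper does report interferon-γ signaling as a theme (Fig. 2C). By flow cytometry of tumor-free livers it reports more eosinophils and more CD4, CD8 and regulatory T cells. It found no significant change of macrophages, neutrophils or NK cells. The T cell list did not pass here (median -0.05, camera adjusted p = 0.388). Flow cytometry counted cells of whole livers of female mice. The arrays read RNA of CD146-sorted cells, and their sex-linked genes read as male.

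Iqcn had a log2 fold change of 1.55, with 3 of 3 arrays above all Ctrl arrays (limma adjusted p = 0.0175). Over the alternatives its adjusted p ranged from 3.94e-04 with trend and robust variance to 0.233 with the methods' test. NK cell markers had an adjusted p of 0.0366 (median 0.41, 9 of 9 genes above 0), and neutrophil and eosinophil markers of 0.0105 (median 0.18, 14 of 16 genes above 0). Of the Reactome pathways, demethylation of histones had an adjusted p of 0.0023, activation of the IKK complex by TAK1 of 0.0134, Interleukin-1 signaling of 0.0218, NOD1/2 signaling of 0.028 and Interferon gamma signaling of 0.0337. None of these lists and pathways passed with an estimated correlation (adjusted p from 0.55 to 0.644).

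Immediate early and heat shock genes (33 of 33 genes above 0, adjusted p = 3.58e-17, and 0.479 as adjusted p with an estimated correlation) and macrophage markers (13 of 13 genes above 0, adjusted p = 0.0341, and 0.728 as adjusted p with an estimated correlation) were higher together with the TNF-α/NF-κB targets. Without Ctrl replicate 1, the array with the lowest macrophage markers, the macrophage median was -0.14, with 3 of 13 genes above 0. The TNF-α/NF-κB median was still 0.195, with 92 of 116 genes above 0 (camera adjusted p = 5.07e-10 at the preset correlation). These medians argue against more macrophages among the CD146-sorted cells as the whole source. The p rests on the preset correlation, and no estimated one was run without that array. Single macrophage genes differed: without it C1qb was at -0.0482, but Cd68 at 0.19 and Clec4f at 0.02. All Marco values in the arrays labelled Lyve-1-KO lay above the Ctrl values. Over all arrays C1qb was higher (10.62 ± 0.55 against 10.17 ± 0.91, SD, n = 3 arrays each). Stress of the cells during digestion and sorting may raise the same genes, but the 10 immediate early and heat shock genes outside the TNF-α/NF-κB list (median 0.28, adjusted p = 1.04e-06, and 0.134 as adjusted p with an estimated correlation) decide nothing, since all members of the list had been seen above 0. As each pool was isolated once, stress and genotype cannot be told apart. An effect of the genotype on immunological pathways, which the paper proposes, remains open as the biological explanation and was not tested separately.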

How the results depend on the processing

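The immediate early list without TNF-α/NF-κB genes was the only alternative of this part chosen after seeing the data. A repeated quantile normalization and centring on the median changed no value, since the arrays already share 1 distribution, and say nothing on stability. Lyve1, Bmp2 and Bmp6 (39 comparisons) kept their direction and side of the threshold in every alternative, with Lyve1 between 0.05 and 0.12, as did the genes around Lyve1 (28, where a share within 1.5 times counts as kept). The differences of the mean levels of hepatocyte, macrophage and LSEC markers (36) moved by less than the SD between arrays pooled over both groups, but without 1 array they ranged from -0.319 to 0.242 for hepatocyte, -0.0225 to 1.04 for macrophage and -0.0301 to -0.0129 for LSEC markers, so the sign turned for the hepatocyte and macrophage markers. Of 1232 comparisons for 95 named genes 1192 kept both, 7 lost the call of Iqcn, 18 gained one and 15 turned direction. Of 479 comparisons for single lists 382 kept both, 63 lost a call, 13 gained one and 21 turned direction. All these totals count the repeated quantile normalization and the centring as kept. For single genes the direction could turn only with array weights or without 1 array, as the other alternatives leave the log2 fold change as it was. Of the named genes only Iqcn had passed, so the others had no call to lose. The totals thus hold many outcomes that were fixed in advance.

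The count of 1 gene became 0 with the replicate block, 0 with the methods' test and 49 with trend and robust variance, and 0 to 2 without 1 array. Of the calls of lists, the block gave one to leukocyte adhesion (0.0102, and 0.553 with an estimated correlation as well) and ended that of lymphatic markers (0.0801), and it changed no other call of a list. The count of 16 lists became 0 with an estimated correlation and 0 with fry, which tests the list by itself, and 10 to 16 without 1 array. With an estimated correlation the adjusted p was 0.479 for Myc, TNF-α/NF-κB, oxidative phosphorylation, p53, pericentral and immediate early genes and 0.55 for interferon-α, interferon-γ, peroxisome, bile acid and fatty acid genes. With fry it was 0.176 for Myc and immediate early genes, 0.192 for TNF-α/NF-κB, 0.261 for interferon-α, 0.34 for interferon-γ, 0.0825 for oxidative phosphorylation, 0.347 for peroxisome, 0.534 for bile acid, 0.292 for fatty acid, 0.0848 for p53 and 0.167 for pericentral genes. With a Reactome list in its place it was 0.242 for interferon-α, 0.377 for bile acid and 0.0858 for fatty acid genes, and without shared genes 0.152 for interferon-γ and 0.0685 for bile acid genes. Without 1 array it ranged from 1.02e-05 to 0.44 for interferon-γ, from 3.10e-04 to 0.172 for peroxisome, from 5.10e-06 to 0.226 for bile acid and from 8.86e-04 to 0.164 for fatty acid genes. The Reactome count of 99 became 0 with an estimated correlation (0 higher, 0 lower), 157 with fgsea (30 higher), and 52 to 111 without 1 array (3 to 10 higher, 48 to 105 lower). Leaving out an array lowers the number of samples; for the other changes the cause was not tested.

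Directions turned for lists that had not passed: hepatocyte markers with the block (0.936), array weights (0.342) and fry (0.982), T cell markers without dim genes (0.545) and stellate cell markers with array weights (0.654). Leaving out an array turned the direction of 10 lists at least once, of which only the macrophage markers had passed. Their adjusted p without 1 array ranged from 0.508 to 0.99 for periportal, 0.248 to 0.99 for angiocrine, 0.44 to 0.99 for hyaluronan, 0.00691 to 0.993 for proliferation, 0.00526 to 0.99 for hepatocyte, 7.08e-06 to 0.508 for macrophage, 0.225 to 0.843 for monocyte and dendritic cell, 0.0602 to 0.999 for T cell, 0.0688 to 0.946 for stellate cell and 0.44 to 0.999 for erythroid genes. The log2 fold change without 1 array ranged from -0.00358 to 0.0306 for Stab2, -0.0026 to 0.0609 for Fcgr2b, -0.0114 to 0.245 for Hgf, -0.0316 to 0.656 for Sele, -0.0488 to 0.905 for Il1b, -0.0361 to 0.0459 for Xist, -0.0482 to 0.847 for C1qb, -0.164 to 0.106 for Alb and -0.129 to 0.13 for Pdpn. With array weights it was -0.00348 for Xist, -0.0511 for Alb and 0.0127 for Pdpn. The cause of these turns was not tested.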

Differences from the paper's values

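No alternative of this part was chosen after seeing the values. The paper gives no array value in its text, so its statements are compared.

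The paper states that no single gene was significantly dysregulated. With limma 1 of 24479 genes passed the adjusted threshold of 0.05, Iqcn with a log2 fold change of 1.55 (adjusted p = 0.0175), and 2741 had an unadjusted p under 0.05. Of the alternatives set before the data were examined, the methods' test and the replicate block gave 0 genes, as did leaving out Lyve-1-KO replicate 1, 2 or 3 or Ctrl replicate 2 or 3, and so reach the statement of the paper. The filter on dim genes and array weights gave 1, leaving out Ctrl replicate 1 gave 2, and trend with robust variance gave 49. Of 29 genes that the paper names, with Il1a and Il1b taken for its Il-1, 0 passed with limma, and 6 had an unadjusted p under 0.05.

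The paper states that LSEC differentiation and angiocrine functions were unaffected. Of the lists on these functions, the LSEC markers (adjusted p = 0.659), the angiocrine factors (0.788), the continuous endothelial markers (0.142), the periportal markers (0.734) and the hyaluronan list (0.659) did not pass. The pericentral markers were lower in the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower (median -0.23, 7 of 8 genes below 0, camera adjusted p = 0.00126). With an estimated correlation (adjusted p = 0.479) and with fry (0.167) they did not pass, which leaves open whether they differed. The paper also rests its statement on stainings of female livers, where zonation of Glul, Arg1, RhBg and CYP2E1 and membranous β-catenin were unchanged. Emcn, a member of the pericentral list, did not differ by staining either. Here Emcn RNA had a log2 fold change of -0.12 (limma adjusted p = 0.563), which was -0.07 without Ctrl replicate 1. The stainings read protein in female livers, while the sex-linked genes of the arrays read as male, so the measures are unlike.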

Other observations

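The lists of snoRNA and ribosomal protein genes, the tests on Lyve1 (exchanged arrays, probe position, neighbouring genes), on hepatocytes and on splits for the counts of genes and of all lists were chosen after the results were seen. Directions are given for the arrays labelled Lyve-1-KO, whose Lyve1 signal was not lower.

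Small nucleolar RNAs, which guide the modification of ribosomal RNA, were lower as a group: of 106 genes 74 lay below 0, with a median of -0.15 (camera adjusted p = 8.55e-08, and 0.134 as adjusted p with an estimated correlation). At an unadjusted p under 0.05, 40 were lower and 8 higher, with Snora34 at -0.80, Snora17 at -0.92, Snord72 at -1.18 and Snora16a at -0.92, but Snord14a at 0.91 (limma adjusted p from 0.0901 to 0.124). Genes of the mitochondrial ribosome were lower as a group (76 genes, 58 below 0, median -0.12, adjusted p = 1.04e-06, and 0.134 as adjusted p with an estimated correlation). Platelet markers were lower as a group (7 genes, 7 below 0, median -0.28, adjusted p = 0.00101, and 0.479 as adjusted p with an estimated correlation), with the chemokine Pf4 at -0.46 and the receptor subunit Gp9 at -0.37. Their mean level was 5.47 ± 0.01 against 5.76 ± 0.20 (SD, n = 3 arrays each; exact permutation test, p = 0.1).

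Proliferation genes (14 genes, median 0.08, adjusted p = 0.178), hepatocyte markers (29, 0.01, 0.966), stellate cell markers (16, 0.05, 0.788), cholangiocyte markers (5, -0.19, 0.222) and erythroid markers (7, -0.03, 0.837) did not pass. The hepatocyte markers had a mean of -0.02 although their median lay above 0, and the test placed them higher. Without Lyve-1-KO replicate 2 (adjusted p = 0.00526) or Ctrl replicate 1 (0.0354) hepatocyte markers passed as lower, and without Ctrl replicate 2 (0.0258) as higher. Proliferation genes passed without Lyve-1-KO replicate 3 (0.00691) or Ctrl replicate 2 (0.0325), and cholangiocyte markers without Ctrl replicate 2 (0.0098). The sex-linked genes did not pass (4 genes, median 0.03, adjusted p = 0.377), with Xist at 3.56 ± 0.08 against 3.55 ± 0.05 and the Y-linked Uty at 8.54 ± 0.04 against 8.26 ± 0.05 (SD, n = 3). The Y-linked Eif2s3y (8.22 against 8.31) and Kdm5d (7.00 against 6.95) also gave signal in each array, while Xist lay near the floor. By these genes the pools read as male, whereas the paper's liver stainings and flow cytometry are mostly of female mice. Nnt, which is partly deleted in some C57BL/6J colonies, had a log2 fold change of 0.42 (limma adjusted p = 0.246). Its values in the arrays labelled Lyve-1-KO all lay above the Ctrl values. The groups did not overlap in 4267 genes, or 17.4%, where chance gives 10% if every split of the arrays is equally likely. Pairing by replicate number would change that value, and no spread is given for it, as genes vary together.

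Lyve1 was not lower in the arrays labelled Lyve-1-KO, with a difference of 0.0846 (log2). An exchange of arrays between the groups stays open: the range over the 6 arrays was 0.195, with no array low, which would speak against it only if the probes read the deleted part. Probes outside the deleted part may give this signal, which the near equality of the groups fits but cannot decide, since the position of the probes is not analysed here. Wild-type cells in place of Lyve-1-KO cells stay open as well: of 386 genes within 10 Mb of Lyve1, where chromosome of the strain in which the allele was made could remain, 8.03% had an unadjusted p under 0.05 against 11.2% of all genes, camera did not pass, and how many of them differ between the strains is not analysed here. A biological explanation was not tested.

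Genes of oxidative phosphorylation and of the mitochondrial ribosome were lower together. Fewer hepatocytes are argued against as the whole source: without Ctrl replicate 2, the Ctrl array with the highest hepatocyte markers, the hepatocyte median was 0.225 (adjusted p = 0.0258) and the oxidative phosphorylation median still -0.133 (77 of 88 genes below 0, adjusted p = 1.40e-09), with that of the mitochondrial ribosome at -0.133 (58 of 76 below 0). Lyve-1-KO replicate 2 had the highest hepatocyte level of the 6 arrays (8.398), yet its mean oxidative phosphorylation level (8.757) lay below that of each Ctrl array (8.828 to 8.884). Loss of short abundant transcripts may lower them and stays open: the cytosolic ribosomal protein genes, which are short and abundant, had a median of -0.0586 (59 genes, adjusted p = 0.0331, and 0.158 as adjusted p with an estimated correlation), between the bounds that would have spoken for it and against it. Genotype as the biological explanation stays open and was not tested separately, and the origin of the control mice cannot be told apart from it.

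With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. In the real split 1 gene passed and in the others at most 0, so 1 split of 10 had as many. Of the Fig. 2C lists 9 passed in the real split and at most 6 in the others, again 1 split of 10. The study drew the themes of these lists from the real split of the same arrays, so they favour it in advance. Of all 33 lists, which include those 10, 16 passed in the real split and at most 14 in the others (1 split of 10). Of the Reactome pathways 99 passed in the real split and 103 in the split of Lyve-1-KO replicates 1 and 3 with Ctrl replicate 1 against the rest, so 2 splits of 10 had as many. Among the 4 splits that part all 3 pairs of equal replicate number, the others reached at most 0 genes, 6 Fig. 2C lists, 13 of all lists and 66 Reactome pathways. The 6 splits that keep pairs together reached 0 genes, 1 to 5 Fig. 2C lists, 6 to 14 of all lists and 6 to 103 Reactome pathways.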
